# Silencing of *StRIK* in potato suggests a role in periderm related to RNA processing and stress

**DOI:** 10.1186/s12870-021-03141-z

**Published:** 2021-09-07

**Authors:** Pau Boher, Marçal Soler, Sandra Fernández-Piñán, Xènia Torrent, Sebastian Y. Müller, Krystyna A. Kelly, Olga Serra, Mercè Figueras

**Keywords:** RS2-INTERACTING KH PROTEIN, Potato tuber periderm, Flowering, RNA regulation, KH-domain RNA-binding protein

## Abstract

**Background:**

The periderm is a protective barrier crucial for land plant survival, but little is known about genetic factors involved in its development and regulation. Using a transcriptomic approach in the cork oak (*Q. suber*) periderm, we previously identified an *RS2-INTERACTING KH PROTEIN* (*RIK*) homologue of unknown function containing a K homology (KH)-domain RNA-binding protein, as a regulatory candidate gene in the periderm.

**Results:**

To gain insight into the function of RIK in the periderm, potato (*S. tuberosum*) tuber periderm was used as a model: the full-length coding sequence of *RIK*, hereafter referred to as *StRIK*, was isolated, the transcript profile analyzed and gene silencing in potato performed to analyze the silencing effects on periderm anatomy and transcriptome. The *StRIK* transcript accumulated in all vegetative tissues studied, including periderm and other suberized tissues such as root and also in wounded tissues. Downregulation of *StRIK* in potato by RNA interference (*StRIK-*RNAi) did not show any obvious effects on tuber periderm anatomy but, unlike Wild type, transgenic plants flowered. Global transcript profiling of the *StRIK*-RNAi periderm did show altered expression of genes associated with RNA metabolism, stress and signaling, mirroring the biological processes found enriched within the in silico co-expression network of the Arabidopsis orthologue.

**Conclusions:**

The ubiquitous expression of *StRIK* transcript, the flower associated phenotype and the differential expression of *StRIK*-RNAi periderm point out to a general regulatory role of StRIK in diverse plant developmental processes. The transcriptome analysis suggests that StRIK might play roles in RNA maturation and stress response in the periderm.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-021-03141-z.

## Background

Plants cope with ever-changing environmental factors which are sometimes adverse and hinder their survival. To deal with these unfavorable circumstances, plants rely on developmental solutions and regulatory networks to protect their body structure and to optimize their metabolism and physiology. Among the adaptations that land plants develop, the formation of waterproof barriers is essential to prevent uncontrolled water loss [1] and pathogen attack [2]. This protection is achieved in secondary organs, tubers and wounded tissues by an external barrier known as the periderm. The periderm consists of three different layers from inside to outside: the parenchymatous phelloderm, the meristematic phellogen and the cork or phellem. The phellem confers protection to the periderm through depositing suberin, lignin and associated-waxes within the cell walls [3]. Despite the importance of periderm ontogenesis for land plant survival, the molecular networks that regulate its formation and differentiation are little known. Several transcriptomic studies have used cork tissue [4–12] resulting in a substantial list of candidate regulatory proteins including phytohormone-related proteins, signal transductors and transcriptional regulators. Several transcription factors were shown to be relevant in periderm for suberin deposition: *StNAC103*, *QsMYB1* and *ANAC046* [13–16]. *StNAC103* was suggested as a repressor of suberin and associated waxes in potato tuber periderm [15, 16], while *QsMYB1* and *ANAC046* were proposed as inducers of suberin deposition in cork oak (*Q. suber*) bark and Arabidopsis root periderm, respectively [13, 14].

In a previous transcriptomic study in cork oak, a gene homologous to the maize *RS2-INTERACTING KH PROTEIN* (*RIK*) [17] was upregulated in cork compared to xylem tissue [7]. The RIK protein interacted with the maize gene *rough sheath2* (*rs2*), the orthologue of Arabidopsis *ASYMMETRIC LEAVES 1* (*AS1*) which forms conserved complexes with *ASYMMETRIC LEAVES 2* (*AS2*) and the histone chaperone *HIRA* [17]*.* The AS1/AS2/HIRA complex maintains the silencing of class I KNOX genes through a repressed chromatin state, promoting stem cell activity and meristem maintenance to form determinate lateral organs [17–20]. It was hypothesized that RIK could contribute to the epigenetic repression of *KNOX* genes in the AS1/AS2/HIRA complex by binding of regulatory RNAs [17], although the function of the RIK protein remains to be experimentally determined. Sequence analysis of RIK revealed that it contains a K-homology (KH) RNA binding domain and a like helicase domain (LHD) [17]. KH domain-containing proteins are RNA binding proteins known to be involved in splicing, regulation of post-transcriptional gene expression, mRNA stability, miRNA biogenesis and heterochromatin silencing [21, 22]. The RIK protein is encoded by a single gene in Arabidopsis, maize and rice and has a Splicing Factor 1-like KH domain, although the canonical core sequence of KH domain is weakly conserved among the RIK proteins [23]. The phylogenetic tree shows that RIK proteins form a distinct clade, distinguished from all other SF1-like KH and KH proteins. Although the *RIK* transcript accumulates in all tissues analyzed in maize, a higher level of mRNA accumulation was shown in the shoot apical meristem and a lower level in older leaves [23]. In plants, several studies have demonstrated that KH domain proteins influence flower development [24–26], vegetative growth [27], stress tolerance [28] and jasmonate signaling [29].

Here, to get closer to the function of the potato *StRIK* gene in periderm, *StRIK* was stably silenced and the tuber periderm anatomy and transcriptome were analyzed. *StRIK* downregulation affected the expression of genes related to RNA metabolism, stress response and signaling in tuber periderm.

## Results

### StRIK and its orthologues show two SF1_like-KH domains

The StRIK protein sequence, translated from the cDNA sequence isolated from *S. tuberosum* Group Tuberosum cv Désirée, shows significant homology (98.82, 97.85, 97.85, 98.13% identities) with the four protein isoforms encoded in PGSC0003DMG400025145 locus (corresponding to PGSC0003DMP400043638, PGSC0003DMP400043639, PGSC0003DMP400043637, PGSC0003DMP400043640, respectively) from the *S. tuberosum* Group Phureja genome [30]. The Conserved Domain Database [31] identified two SF1-like KH (cd02395) domains located between the amino acids 127–203 (e-value 1.38 e^− 04^) and 216–291 (e-value 1.77 e^− 04^) (Fig. S1). As shown in Fig. S1, the KH domain core sequence is highly conserved amongst all the RIK proteins included in the alignment (V/IRGPNDQYI) but, as it occurs in the maize RIK protein [23], it is weakly conserved with the canonical IIGxxGxxI core sequence of the KH domains [21].

### *StRIK* transcript is ubiquitous

The transcript profile of *StRIK* in potato tissues analyzed by RT-qPCR showed high transcript levels in root, stem, leaf, tuber flesh and tuber periderm (Fig. S2A). These results confirmed the ubiquitous expression of the gene found in the RNA-seq data available from the *S. tuberosum* Group Phureja [30], which also revealed moderate gene induction in flower organs (flower, petiole and stamen), in root and in tissues with meristematic activity (shoot apex, tuber sprout) (Fig. S2B). Moreover, *S. phureja RIK* is induced by abiotic stresses such as mannitol (osmotic stress), water-stressed leaves, salt and abscisic acid (ABA) treatments while it is downregulated upon heat and cytokinin (BAP; benzyl adenine) treatments (Fig. S2B). The effect of wounding (see Plant Material subsection) on transcript abundance of *StRIK* was analyzed. According to the regression analysis there was a highly significant linear increase in *StRIK* levels after wounding (*p* < 0.001) (Fig. S2C).

### StRIK is located in the nucleus

The subcellular localization of StRIK protein was determined in *N. benthamiana* by transient *Agrobacterium*-mediated leaf transformation to yield StRIK tagged with RFP to the N-terminal end. After 72 h of infection, a red fluorescence, indicative of the StRIK protein accumulation, was detected concentrated in a single spot showing the typical pattern of nuclear located proteins with the gap free of labeling corresponding to the nucleolus (Fig. 1) [32].

**Fig. 1:**
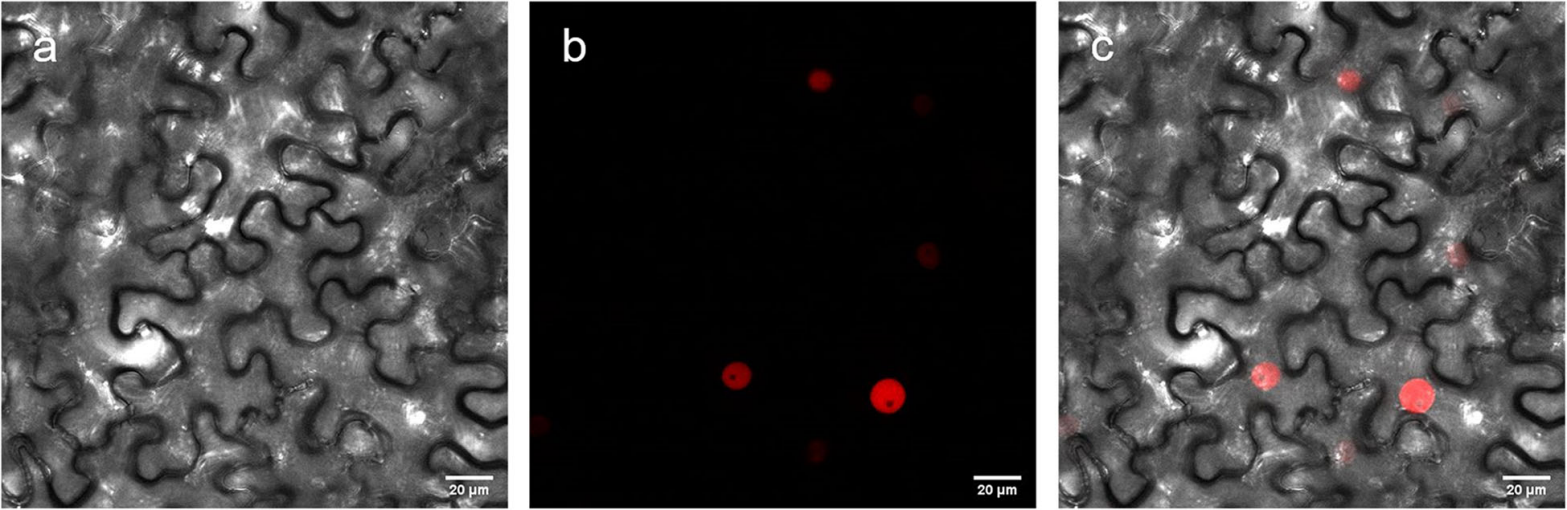
Subcellular localization of RFP-StRIK in *N. benthamiana* leaf. Micrographs obtained of **a**) bright field, **b**) red fluorescence channel and **c**) overlay of bright field and red fluorescence channel

### *StRIK* silencing does not affect phellem anatomy but induces flowering

To evaluate the contribution of *StRIK* to phellem formation, *StRIK* was silenced using RNAi (Fig. S3). A 246 bp fragment spanning the nucleotides 758 to 1003 of the *StRIK* coding sequence (Genbank accession number: MT622318) was used, which overlaps partially or completely with exons 8, 9 and 10 of the gene (Fig. S4). To check the possibility of off-target silencing we performed a BLASTN analysis using the silencing RNAi sequence as query against the Potato Genome Database [30] setting the expected threshold parameter to 1. The analysis identified the representative transcript (PGSC0003DMT400064730) and two transcript isoforms of *RIK* as RNAi-targets (PGSC0003DMT400064729 and PGSC0003DMT400064731), while the fourth and shortest predicted *RIK* transcript isoform (PGSC0003DMT400064735) was not identified because is not targeted by the RNAi fragment (Fig. S4 and Table S1). The other transcripts identified by the BLASTN analysis showed a partial match in 18 or less consecutive nucleotides, hence cross-silencing was unlikely.

Twenty independent transformation events producing *StRIK*-RNAi kanamycin-resistant potato plants were analyzed by RT-qPCR. Five transgenic lines displayed a reduction in *StRIK* transcript levels in leaves (Fig. S5a) and tuber periderm (Fig. S5b). The *StRIK*-RNAi lines 9, 12, and 47 were propagated to produce enough tubers for subsequent phenotypic and transcriptomic analyses. The RT-qPCR was repeated in these three lines and the silencing of *StRIK* in periderm was confirmed (Fig. 2). When five *StRIK*-RNAi plants from each of the three lines (line 9, 12 and 47) were grown in soil under long-day conditions (12 h light/12 h dark), 53.3% of them flowered whereas, as expected, none of the Wild type (0 out of 10) flowered because the Désirée cultivar does not flower in our growth conditions (Fig. 3a). Evident floral transition at the shoot apical meristem was observed in the *StRIK*-RNAi lines unlike Wild type (Fig. 3b compared with Fig. 3a), and fully developed flowers were formed (Fig. 3d compared with Fig. 3c). The anatomy of the potato periderm was investigated in Wild type and *StRIK* silenced lines of 21-d stored tubers. Scanning Electron Microscopy (SEM) did not reveal obvious differences in the number of cell layers or in the general cellular architecture (Fig. 4).

**Fig. 2:**
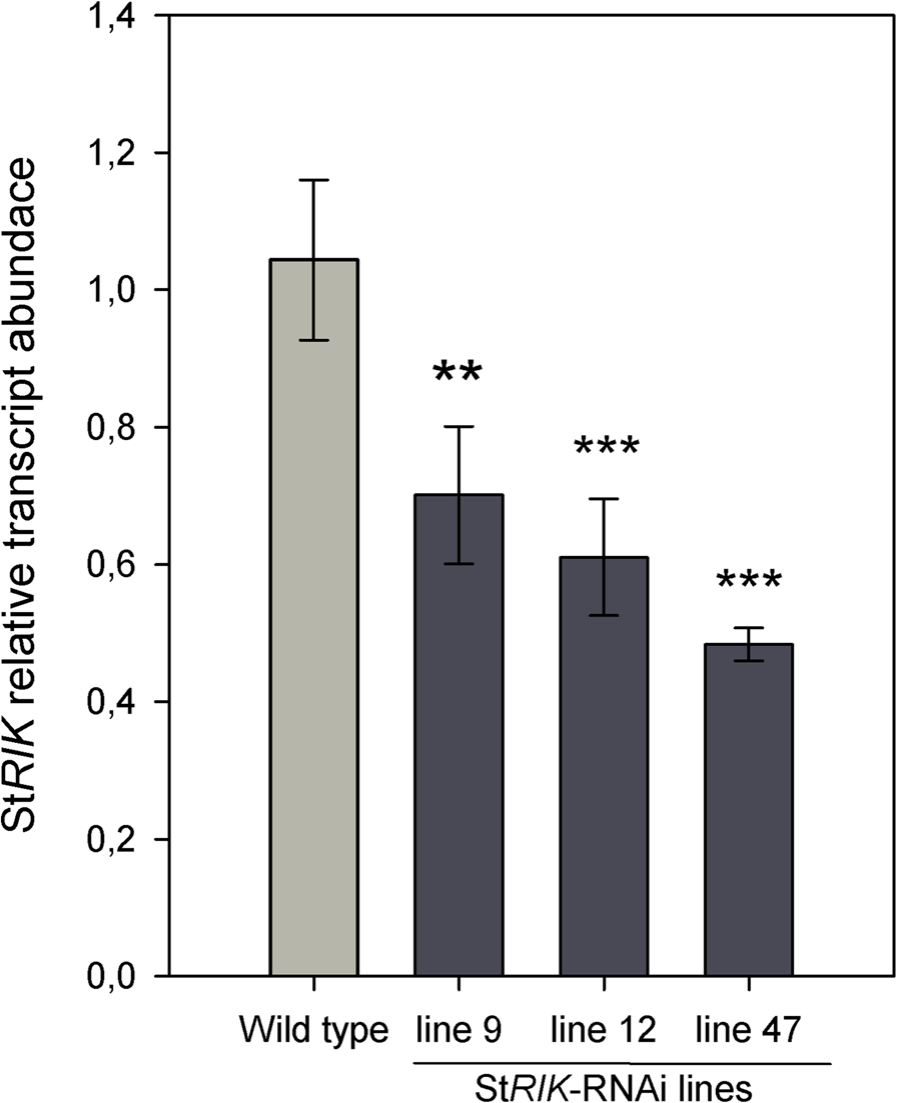
*StRIK* transcript accumulation in the periderm of Wild type and *StRIK-*RNAi lines. Three independent transformation events were analyzed (lines 9, 12 and 47) and for each line, three biological replicates were used. For each biological replicate, we used three technical replicates (Dunnett’s test for comparing multiple groups to a control was used (two asterisks (**, *P* < 0.01), three asterisks (***, *P* < 0.001))

**Fig. 3:**
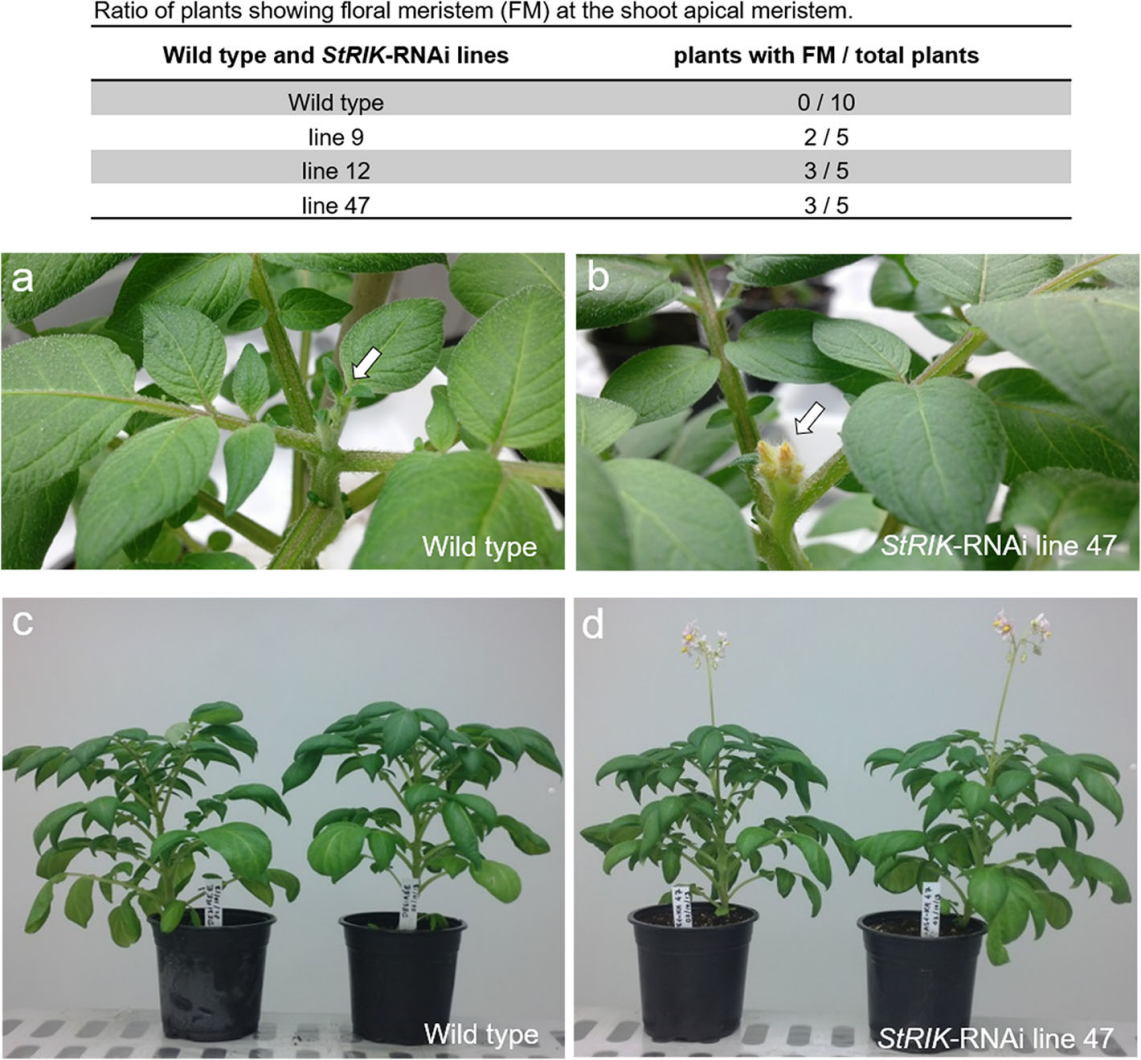
Effects of *StRIK* silencing in flower development. Ratio of plants showing flower meristem (FM) per total plants for Wild type and *StRIK* silenced lines. The arrows point to the detail of **a**) the shoot apical meristem in Wild type plant and **b**) the flower meristem in *StRIK-*RNAi line. Full view of adult potato plants showing differences in their flowering capacity between **c**) the Wild type and **d**) *StRIK*-RNAi lines. The co-authors are the owners of the images

**Fig. 4:**
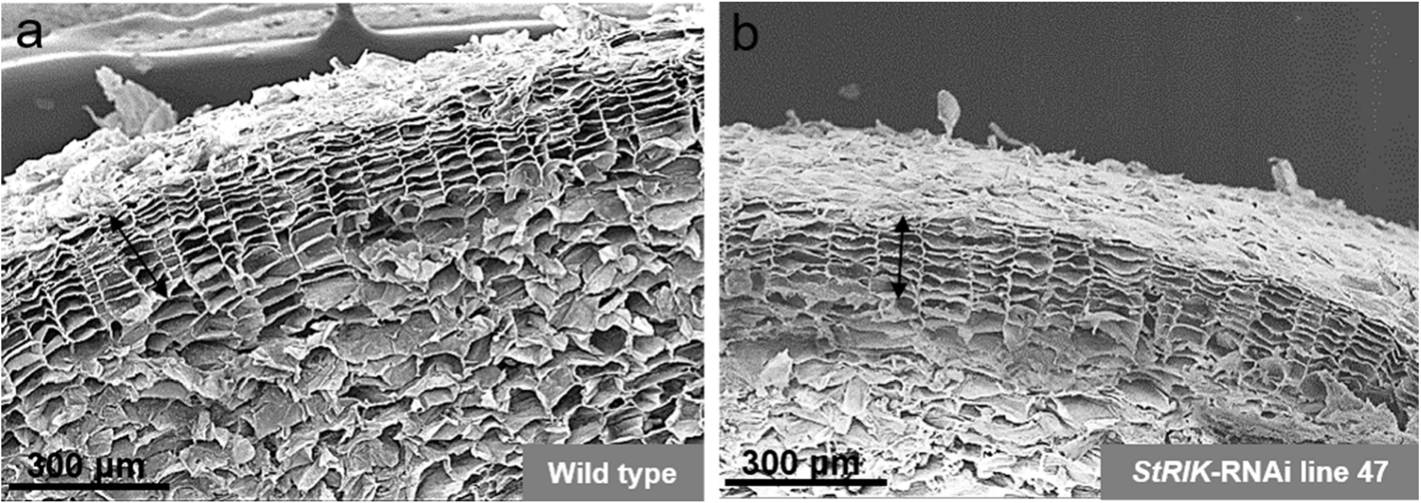
Effects of *StRIK* silencing in periderm anatomy. SEM micrograph of tuber periderm cross-section of **a**) Wild type and **b**) *StRIK*-RNAi lines. Similar number of cell layers and phellem organization was observed in both lines. Phellem is shown with a black arrow

### The periderm transcriptome comparison shows that *StRIK* silencing affects RNA metabolism, transposon- and stress-related genes

To explore the effects of *StRIK* silencing on the global transcription profile, the periderm RNA from three replicates of each of the three *StRIK*-RNAi lines (lines 9, 12 and 47) and Wild type potato tubers was extracted and sequenced using an Illumina HiSeq2000. 

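Periderm is the protective tissue that forms the skin of the tuber. The *StRIK*-RNAi lines 9, 12 and 47 and the Wild type are plants of the cultivar Désirée, and 3 biological replicates of each gave 12 periderm libraries. The authors mapped the reads with Bowtie 2 to the transcriptome of *S. tuberosum* Group Phureja and estimated the abundance of each transcript with eXpress. The values used here are its effective counts. Effective counts are estimated counts corrected for fragment length and bias, so they need not be whole numbers, and they are not normalized between libraries. Reads that match several isoforms or copies of a gene are divided among them by eXpress, so the counts of such transcripts depend on each other. Total effective counts per library were between 18650236 and 20210598 in the Wild type (median 19117584), between 19153261 and 21111910 in line 9 (median 20627252), between 18947964 and 20523590 in line 12 (median 19225758) and between 19372874 and 21585122 in line 47 (median 19612135).

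The authors compared the genotypes with baySeq. For the values given here, effective counts were rounded to whole numbers and libraries were scaled by edgeR's TMM method. Transcripts with at least 10 counts over the libraries compared were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The comparisons of RNAi with Wild type and the exact permutation tests count the libraries of a line as independent. These libraries share a transformation event, so the p-values do not cover differences between lines. The standard error of a log2FC is its size divided by the square root of the F statistic of that test. Normalized effective counts are counts scaled by TMM to the mean effective library size of 19876858. A group whose libraries all had 3 normalized effective counts or fewer, the upper limit that a count of 0 allows, was taken to be at the floor, and a fold against such a group is a lower bound. PCR copies of a molecule are counted as separate reads, so these limits cover counting error only. The 3 Wild type libraries and replicates 2 and 3 of line 47 carry lane tag 6, and the other 7 RNAi libraries carry lane tag 7. The paper's text does not name what this tag marks. No Wild type library carries tag 7, so Wild type and RNAi libraries of the same tag can be compared only between the 3 Wild type libraries and 2 libraries of line 47.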

Reads were mapped to the potato transcriptome and the number of reads per transcript was quantified. 

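*StRIK* abundance was taken as the sum of the 3 isoforms that the RNAi fragment targets (PGSC0003DMT400064729, PGSC0003DMT400064730 and PGSC0003DMT400064731), in TMM-normalized CPM. The Wild type libraries had 88.2, 83.2 and 82.6 CPM, a mean of 84.7 ± 3.08 (SD, n = 3). Among the libraries that the paper compared with the Wild type, line 9 replicate 1 had 45.3 CPM, which is 53.5% of the Wild type mean. Line 12 replicates 2 and 3 had 42.2 CPM (49.9%) and 37.5 CPM (44.3%). Line 47 replicates 1, 2 and 3 had 35.4 CPM (41.8%), 49.5 CPM (58.4%) and 48.8 CPM (57.7%). The mean of these 6 libraries was 43.1 ± 5.84 CPM (SD, n = 6), 50.9% of the Wild type, and each lay below every Wild type library (two-sided exact permutation test, p = 0.0238, the smallest p that 6 libraries against 3 allow). The paper chose these libraries for their low *StRIK* abundance, so this p is not independent evidence of silencing.

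The paper did not use 3 RNAi libraries. These were line 9 replicate 2 with 72.2 CPM (85.3%), line 9 replicate 3 with 61 CPM (72%) and line 12 replicate 1 with 51.1 CPM (60.3%), the last of them under the paper's limit of 66.7%. Over all 9 RNAi libraries the mean was 49.2 ± 11.5 CPM (SD, n = 9), 58.1% of the Wild type, again with every RNAi library below every Wild type library (two-sided exact permutation test, p = 0.00909, the smallest p for 9 against 3). Isoform PGSC0003DMT400064730 alone gave 49.3% over 6 libraries and 54.3% over 9, and leaving out each library in turn gave 49.4% to 52.8% and 54.7% to 60.2%. Within lane tag 6, line 47 replicates 2 and 3 also lay below all 3 Wild type libraries, while tag 7 holds no Wild type library.

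Fitted singly over the paper's 6 RNAi libraries, the isoforms had log2FC values of −1.05 for PGSC0003DMT400064729 (SE 0.16), −1.02 for PGSC0003DMT400064730 (SE 0.15) and −0.88 for PGSC0003DMT400064731 (SE 0.12). Their adjusted p were 0.0921, 0.0682 and 0.0437 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over all 9 libraries the same test gave log2FC values of −0.79, −0.88 and −0.69, with adjusted p of 0.5, 0.13 and 0.412. Reads that match several isoforms are divided among them, so these 3 values are not independent.

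**Figure D1:**
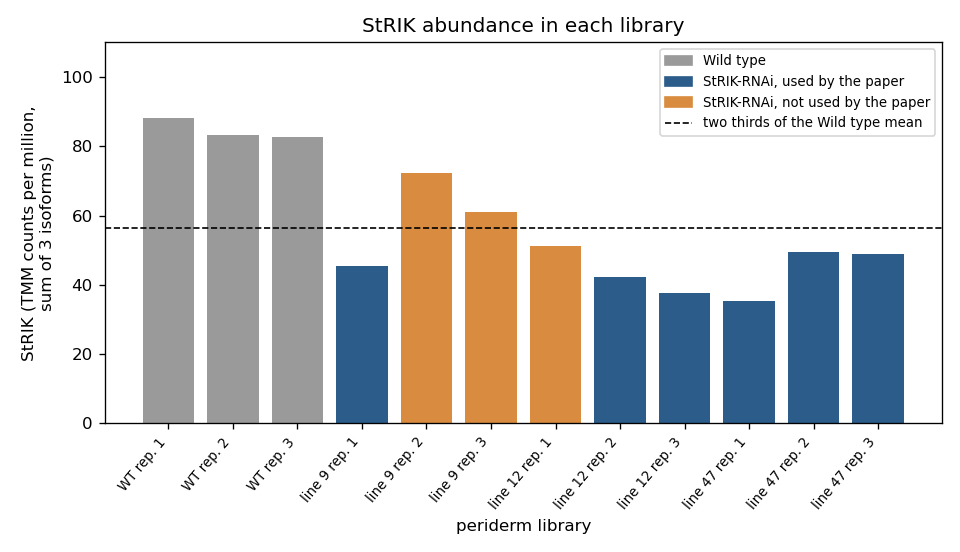
*StRIK* abundance in TMM-normalized CPM, summed over 3 isoforms, in each of the 12 periderm libraries (1 bar per library). The dashed line marks 66.7% of the Wild type mean. The 6 RNAi libraries used by the paper lie between 35.4 and 49.5, and line 12 replicate 1, which the paper did not use, lies under the line at 51.1.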

To identify those genes showing differential expression between *StRIK* silenced and Wild type plants, we used the six *StRIK*-RNAi libraries where the *StRIK* abundance was less than two thirds that of the Wild type (line 9 *n* = 1, line 12 *n* = 2; line 47 *n* = 3). 

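Between the 3 Wild type libraries and the paper's 6 RNAi libraries, 37552 transcripts were tested. At an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 16 transcripts differed, 9 higher and 7 lower in *StRIK*-RNAi periderm. All 16 are listed in Table S2, and 2181 transcripts had an unadjusted p under 0.05. Of the 101 transcripts of Table S2, 99 had enough counts to be tested, and 89 passed the threshold when adjusted over the list alone. The list was chosen on these samples, so that count is not independent evidence. The 16 include 4 transcripts annotated as transducin and 3 annotated as signal transducer, both sets with neighbouring identifiers, and a *StRIK* isoform, so they stand for fewer genes than transcripts. Over all 9 RNAi libraries, with line 9 replicates 2 and 3 and line 12 replicate 1 included, 38364 transcripts were tested and 15 differed (10 higher, 5 lower). Of these 15, 11 were also among the 16, all are listed in Table S2, and 2583 transcripts had an unadjusted p under 0.05. Adjusted over the list alone, 81 of 100 tested transcripts of Table S2 passed.

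The alternative that moved these counts most was DESeq2, with 85 transcripts over the paper's libraries (50 higher, 35 lower, 44 of them in Table S2) and 107 over all 9. Single libraries weighed on the count as well. Without line 9 replicate 1, 47 transcripts of the paper's comparison passed. Only 6 did without Wild type replicate 1 or 2, without line 12 replicate 3 or without line 47 replicate 1, and without both lane tag 6 libraries of line 47 none did, with 1993 at an unadjusted p under 0.05. A fit with the lane tag as a term called 33 transcripts (31 higher, 2 lower), 8 of them shared with the 16. No Wild type library carries tag 7, so the RNAi effect in that fit rests on the lane tag 6 libraries of line 47. The 33 include 9 transcripts whose annotation or counts mark them as rRNA-like, which were by far the highest in those libraries. Each line against the Wild type, with 3 libraries on each side, gave 29 transcripts for line 9 (23 higher, 6 lower), 21 for line 12 (17 higher, 4 lower) and 29 for line 47 (23 higher, 6 lower), and 7 were called in all 3 lines, all of them in Table S2. The count for line 12 was 203 when Wild type replicate 3 was left out, 61 without line 9 replicate 1 and 6 without Wild type replicate 1. For line 9 it was 66 without Wild type replicate 3 and 17 without Wild type replicate 1 or 2, and for line 47 it was 54 without its own replicate 1 and 12 without its own replicate 3.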

A total of 101 differentially expressed genes (DEGs) were identified, 66 genes were upregulated and 35 genes were downregulated in *StRIK-*RNAi lines (Table S2). Using the potato gene identifier, Uniref100 (downloaded on 16/06/2017) (Suzek et al., 2007) and TAIR (Arabidopsis Information Resource (https://www.arabidopsis.org/)), functional annotations were retrieved through the Spud DB Potato Genomics Resources (http://solanaceae.plantbiology.msu.edu/pgsc_download.shtml) [30]. Taking advantage of the information in these Genomic Resources, the DEGs were classified manually into functional categories. 

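Of the 101 transcripts of Table S2, 62 had more than 3 normalized effective counts in at least 1 library of both the Wild type and the paper's 6 RNAi libraries. Among these, 23 rose by a fitted log2FC of 2 or more and 6 fell by 2 or more on the log2 scale. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 8 of the 23 and 1 of the 6 had an adjusted p under 0.05. The highest fold among those called was that of PGSC0003DMT400023873, a conserved gene of unknown function, which had 9.29 ± 11.2 normalized effective counts (SD, n = 3) in the Wild type and 356 ± 67 (SD, n = 6) in the RNAi libraries. Its log2FC was 5.26 (SE 0.54, adjusted p = 0.00662, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), between 4.75 and 7.02 with each library left out in turn, and the libraries that the paper did not use had 282, 328 and 366 (line 9 replicates 2 and 3 and line 12 replicate 1). In the other 39 transcripts a group was at the floor, the Wild type in 28 and the RNAi libraries in 11, so only a lower bound of the change can be given. The bound was 4-fold or more for 9 of them, and 1 of the 39 had an adjusted p under 0.05. With all 9 RNAi libraries, 65 transcripts had neither group at the floor, of which 22 rose (7 called) and 8 fell (2 called) by a log2FC of 2 or more.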

DEGs showing log_2_FC values ≤ − 2 and ≥ 2 in the main functional groups identified are shown in Table 1. 

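The direction of the fitted log2FC was counted for the transcripts of each category of Table S2 over the paper's 6 RNAi libraries. RNA metabolism and splicing had 11 transcripts higher and 1 lower in *StRIK*-RNAi periderm, proteolysis 4 higher and 1 lower, and metabolism 10 higher and 1 lower of the 11 tested. Stress had 8 higher and 4 lower, transposable elements 3 higher and 3 lower, and signaling 7 higher and 5 lower. Among the 11 higher transcripts of RNA metabolism, 4 are rRNA intron-encoded homing endonucleases, whose counts were by far the highest in replicates 2 and 3 of line 47, and without these the category had 7 higher and 1 lower. Stress holds 2 transcripts and metabolism 1 that annotation or counts mark as rRNA-like or chloroplast. Without them stress had 6 higher and 4 lower, and metabolism 9 higher and 1 lower. The transcripts with an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 7 in signaling (3 higher, 4 lower), 4 in transposable elements (2 higher, 2 lower), 2 in RNA metabolism and 1 in stress, all 3 of the latter higher. Proteolysis and metabolism had none, with 5 of 5 proteolysis and 5 of 11 metabolism transcripts past the threshold when adjusted over the list alone, which was chosen on these samples. All 6 RNAi libraries lay above all 3 Wild type libraries in 38 of the 101 transcripts and below them in 27. The list was chosen on these libraries, so these numbers are not independent evidence.

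With the RLE factors of edgeR or with DESeq2, the direction was the same for all 99 tested transcripts. It changed for 2 with the lane tag as a term, for 1 with limma-voom, for 1 with the replicate block, and for at most 2 with any library left out. With all 9 RNAi libraries it changed for 3 transcripts, the dehydrin PGSC0003DMT400025812 and the metallothionein PGSC0003DMT400077957 in stress and PGSC0003DMT400079161 in metabolism. That left 8 higher and 4 lower in stress and gave 9 higher and 2 lower in metabolism.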

The biological processes dominated by genes upregulated in *StRIK*-RNAi lines were RNA metabolism, proteolysis and metabolism while stress, transposable elements and signaling were biological processes with similar numbers of up and downregulated genes in the *StRIK*-RNAi lines (Table S2).

**Table 1:** DEGs between Wild type (WT) and *StRIK*-RNAi (RIK) tuber periderm

Functional group	Normalized reads		DE	Uniref gene Description	Best BLASTP TAIR
	WT (1)	*StRIK*-RNAi (2)			
*RNA metabolism*					
PGSC0003DMT400063700	47	747	2 > 1	RNase H family protein	AT5G35695
PGSC0003DMT400071451	63	729	2 > 1	RRNA intron-encoded homing endonuclease	-
PGSC0003DMT400091537	280	2636	2 > 1	RRNA intron-encoded homing endonuclease	-
PGSC0003DMT400085242	214	2014	2 > 1	RRNA intron-encoded homing endonuclease	-
PGSC0003DMT400079124	0	3	2 > 1	RNA recognition motif-containing protein	AT5G19030
PGSC0003DMT400063698	0	15	2 > 1	RNase H family protein	-
PGSC0003DMT400094705	509	6089	2 > 1	RRNA intron-encoded homing endonuclease	-
*Transposable elements (TE)-related genes*					
PGSC0003DMT400046437	20	1	1 > 2	TNP2, partial	-
PGSC0003DMT400041204	34	485	2 > 1	Retrotransposon protein	AT5G41980
PGSC0003DMT400092517	47	1	1 > 2	LINE-type retrotransposon LIb DNA, complete sequence, Insertion at the S14 site	-
PGSC0003DMT400085583	0	5	2 > 1	Transposon MuDR mudrA	-
PGSC0003DMT400039369	1188	296	1 > 2	Transposase	-
PGSC0003DMT400003803	6	92	2 > 1	Transposase	AT1G43722
*Stress*					
PGSC0003DMT400083063	1	48	2 > 1	Ribulose bisphosphate carboxylase large chain	ATCG00490
PGSC0003DMT400026705	3	30	2 > 1	11S globulin isoform 4	AT5G44120
PGSC0003DMT400080875	2528	27100	2 > 1	Senescence-associated protein	-
PGSC0003DMT400013091	0	4	2 > 1	PR-1	AT3G19690
PGSC0003DMT400005448	0	5	2 > 1	Vacuolar H+-pyrophosphatase	AT1G15690
PGSC0003DMT400024872	0	12	2 > 1	K+ channel inward rectifying	AT5G46240
PGSC0003DMT400061541	3	60	2 > 1	Dehydration responsive element binding protein	AT5G05410
*Proteolysis*					
PGSC0003DMT400026261	316	3520	2 > 1	Nb cell deth marker	AT1G17860
PGSC0003DMT400026262	439	6499	2 > 1	Conserved gene of unknown function	AT1G17860
PGSC0003DMT400024552	3	38	2 > 1	Gene of unknown function	AT1G50690
PGSC0003DMT400049320	0	4	2 > 1	Ulp1 protease family, C-terminal catalytic domain containing protein	-
PGSC0003DMT400040325	16	2	1 > 2	F-box family protein	AT3G07870
*Signaling*					
PGSC0003DMT400047864	5	37	2 > 1	Signal transducer	AT1G67900
PGSC0003DMT400001990	2	8	2 >1	Calcium/calmodulin-dependent protein kinase CaMK3	AT3G50530
PGSC0003DMT400047866	16	79	2 > 1	Signal transducer	AT1G67900
PGSC0003DMT400054991	0	4	2 > 1	Calcium-dependent protein kinase 20	AT2G38910
PGSC0003DMT400047867	14	71	2 > 1	Signal transducer	AT1G67900
*Metabolism*					
PGSC0003DMT400052839	1	18	2 > 1	Beta-amylase PCT-BMYI	AT4G17090
PGSC0003DMT400049003	686	12004	2 > 1	Cytochrome P450 like_TBP	-
PGSC0003DMT400070122	5	26	2 > 1	Glucosyltransferase	AT4G36770
PGSC0003DMT400014902	3	0	1 > 2	Cytochrome P450	AT1G12740
PGSC0003DMT400019561	0	5	2 > 1	Cytochrome P450	AT5G36110
*Acyl lipid Metabolism*					
PGSC0003DMT400042102	1	10	2 > 1	Acetyl-coenzyme A carboxylase carboxyl transferase alpha	AT2G38040
PGSC0003DMT400079076	0	3	2 > 1	Acyl-[acyl-carrier-protein] desaturase	AT1G43800

List of genes showing log_2_FC values ≤ -2 and ≥ 2 classified in the main functional groups. For each gene the mean of normalized reads (effective counts) found in Wild type replicates (*n* = 3) and *StRIK*-RNAi (line 9 *n* = 1; line 12 *n* = 2; line 47 *n* = 3) is shown. Also, it is reported the potato gene identifier, the Uniref gene identifier and the best BLASTP in TAIR (e value ≤ 10^-5^)

To validate the RNA-seq results, the relative expression of five DEGs was analyzed by RT-qPCR in periderm from *StRIK*-RNAi (lines 12 and 47) and Wild type tubers grown at a different time to those used for the RNA-seq (Fig. 5a). 

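In the RNA-seq libraries, normalized effective counts of the *Retrotransposon protein* (PGSC0003DMT400041204) were 35.1 ± 25.4 (SD, n = 3) in the Wild type and 496 ± 69.4 (SD, n = 6) in the paper's RNAi libraries. Its log2FC was 3.81 (SE 0.38, adjusted p = 0.00662, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For the *RNase H family protein* PGSC0003DMT400063700 the means were 47.9 ± 34.8 (SD, n = 3) and 764 ± 89.1 (SD, n = 6), a log2FC of 3.98 (SE 0.37, adjusted p = 0.00447 in the same edgeR test with Benjamini-Hochberg adjustment). Fig. 5 names the RNase H transcript as PGSC0003DMT400063698, though its RNA-seq values are those of PGSC0003DMT400063700. Which of them RT-qPCR measured stays open. The *transposase* PGSC0003DMT400039369 had 1220 ± 283 (SD, n = 3) in the Wild type and 303 ± 11.4 (SD, n = 6) in the RNAi libraries, 24.9% of the Wild type (log2FC −2.01, SE 0.14, adjusted p = 0.000537, edgeR with Benjamini-Hochberg adjustment). In line 9 replicates 2 and 3 and line 12 replicate 1, which the paper did not use, the retrotransposon had 464, 408 and 487, the RNase H 883, 667 and 823 and the transposase 266, 315 and 261. Over all 9 RNAi libraries their adjusted p were 0.000333, 0.000167 and 4.7e-06 by edgeR with Benjamini-Hochberg adjustment. Each RNAi library lay beyond every Wild type library for these 3 transcripts (two-sided exact permutation test, p = 0.0238 for 6 libraries and 0.00909 for 9, the smallest that these numbers allow). That test counts the libraries of a line as independent, and the transcripts come from a list chosen on the paper's libraries. Without both lane tag 6 libraries of line 47 the log2FC values were 3.75, 3.93 and −2.02, but the adjusted p rose to 0.0901, 0.0901 and 0.0507 in edgeR with Benjamini-Hochberg adjustment, the highest of all alternatives. The lowest, 4.22e-24, 8.36e-29 and 1.22e-30, came from DESeq2 with Benjamini-Hochberg adjustment. With the 7 RNAi libraries of tag 7 against the Wild type, which also leaves out both of those line 47 libraries, the calls held. The adjusted p were then 0.00393, 0.00254 and 0.000225 by edgeR with Benjamini-Hochberg adjustment. Copies of retrotransposons and transposases can share reads, so the counts of such transcripts are uncertain in that respect.

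The *Dehydration responsive element binding protein* (PGSC0003DMT400061541) had 3.01 ± 1.35 (SD, n = 3) in the Wild type and 61.5 ± 25.3 (SD, n = 6) in the RNAi libraries. Its log2FC was 4.43 (SE 0.53, adjusted p = 0.0195, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The unused libraries had 23.7, 18.4 and 116, and over all 9 its adjusted p was 0.073 by edgeR with Benjamini-Hochberg adjustment. Over the alternatives the adjusted p ranged from 4.93e-09 with DESeq2 to 0.355 with limma-voom (Benjamini-Hochberg adjustment in both). It rose above 0.05 without Wild type replicate 1, 2 or 3 (0.257, 0.214 and 0.0575), without line 12 replicate 3 (0.0534) and without line 47 replicate 1 (0.0519), by edgeR with Benjamini-Hochberg adjustment. For the *K+ channel inward rectifying* (PGSC0003DMT400024872) the Wild type was at the floor, with 1.53, 0 and 0. The RNAi libraries had 12.5 ± 5.9 (SD, n = 6), at least 4.15-fold higher, with an adjusted p of 0.25 by edgeR with Benjamini-Hochberg adjustment. The unused libraries had 14.5, 20.3 and 12.8, and the adjusted p over all 9 was 0.0562 by edgeR with Benjamini-Hochberg adjustment. Over its alternatives the adjusted p was between 0.0377 with DESeq2 and 0.972 (Benjamini-Hochberg adjustment).

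**Figure D2:**
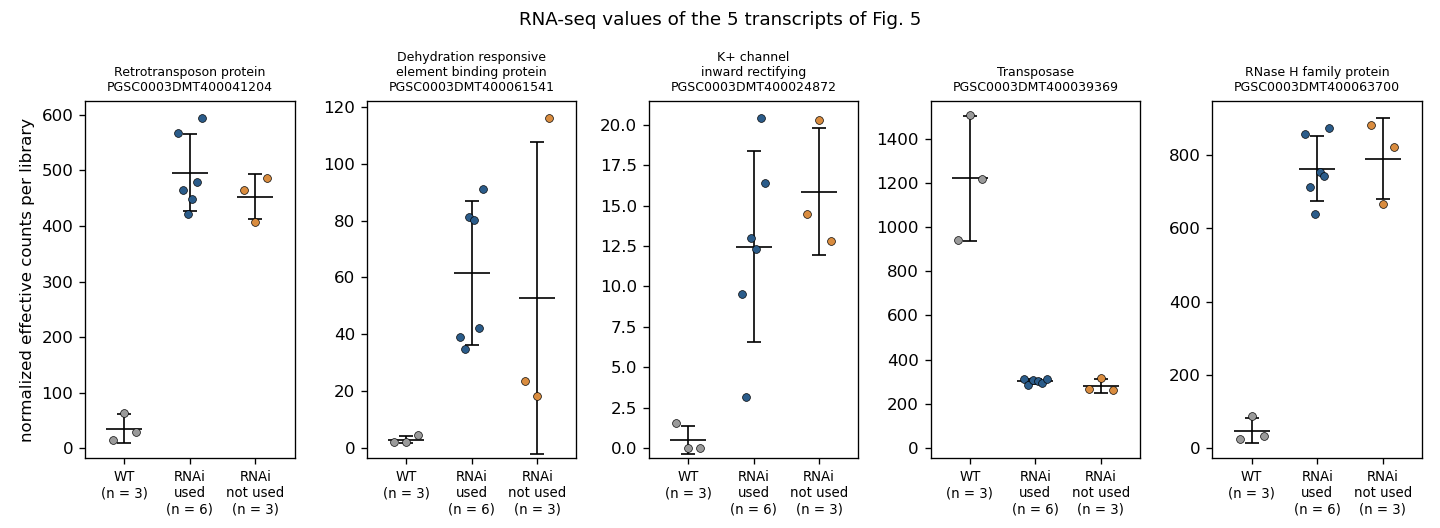
Normalized effective counts of 5 transcripts in each periderm library (1 point per library), with mean and SD (bars) for the Wild type (n = 3), the RNAi libraries used by the paper (n = 6) and those it did not use (n = 3). The transposase lies lower in all 9 RNAi libraries (261 to 315) than in the Wild type (939 to 1505), and the other 4 transcripts lie higher.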

The differential expression of the genes analyzed by RT-qPCR confirmed (Fig. 5a) the RNA-seq findings (Fig. 5b).

**Fig. 5:**
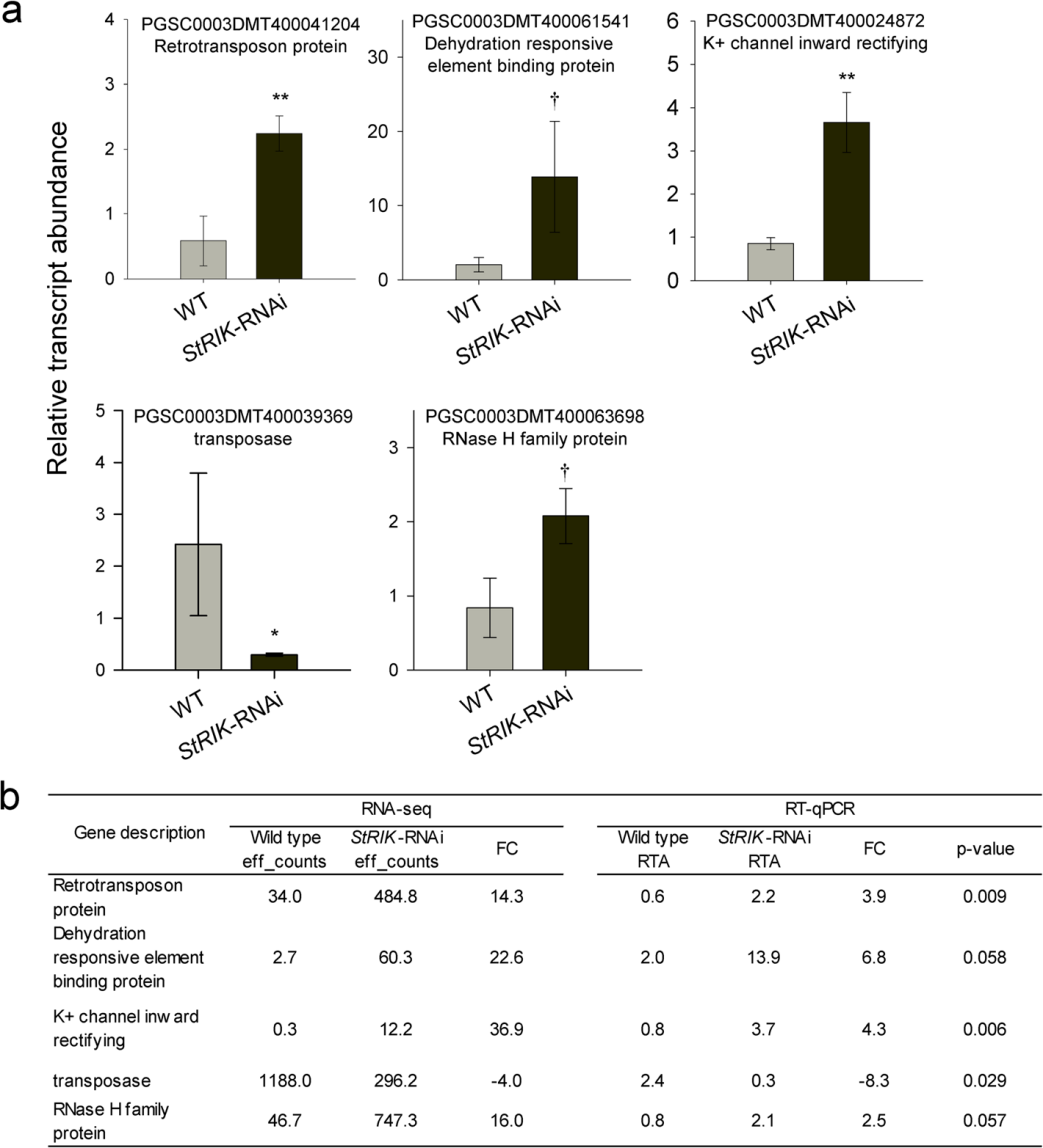
RT-qPCR analysis in *StRIK*-RNAi and Wild type tuber periderm of five DEGs. **a** The relative transcript abundance (RTA) of *Retrotransposon protein, Dehydration responsive element binding protein, K+ channel inward rectifying, transposase* and *RNase H family protein,* in StRIK deficient and Wild type lines is shown. Values are the mean ± SD of the Wild type (three biological replicates, *n* = 3) and *StRIK*-RNAi lines 12 and 47 (two biological replicates for each line, *n* = 4). The three lines were compared using a one-way analysis of variance with contrasts that showed no statistically significant difference between the two silenced lines for any of the five genes. However, after Benjamini-Hochberg adjustment for multiple testing, the difference between the mean of the two silenced lines and the wild type was statistically significant or of borderline significance for all five genes (two asterisks (**, *P* < 0.01), one asterisk (*, *P* < 0.05) and dagger (†, *P* < 0.06)). **b** Comparison of the results obtained for these genes in the RNA-seq and the Real-time PCR analyses. Results show the transcript abundance estimated by each method (effective counts for RNA-seq and RTA for RT-qPCR) as well as the log2 Fold Change (FC) obtained

### The biological processes identified in the co-expression network of Arabidopsis *RIK* correlate with the transcriptome of *StRIK*-RNAi periderm

We explored the co-expression network of the Arabidopsis *RIK* gene by selecting the 300 genes most co-expressed with *RIK* protein based on ATTED-II (https://atted.jp/ [33];). Among the top 50 co-expressed genes, there were splicing factors (e.g. PWI domain-containing protein, *CC1*-like), two flowering time gene (*FCA*, *EDM2*), development genes (*TTL, cyclin-related*, *REV1*), other KH domain-containing proteins (e.g. At3g32940, At4g10070) and a microRNA (*MIR834a*) (Table S3). The gene ontology (GO) enrichment of these 300 co-expressed genes in the PlantGSEA database [34] highlighted processes related to RNA metabolism (e.g. ‘mRNA processing’ ‘RNA metabolic process’, ‘poly(A) RNA binding’), RNA splicing (e.g. ‘RNA splicing’, ‘mRNA splicing, via spliceosome’, ‘RNA splicing, via transesterification reactions’), regulation (e.g. ‘regulation of gene expression’, ‘regulation of biological process’), gene silencing (e.g. ‘gene silencing’, ‘gene silencing by RNA’) and development (e.g. ‘post-embryonic development’, ‘vegetative to reproductive phase transition of meristem’, ‘flower development’). Several GO terms related to the nucleus and spliceosome were identified within the cellular component classes (Table S4).

## Discussion

The potato *StRIK* gene, as well as its orthologues in Arabidopsis (At3g29390) and maize, are genes of unknown function. They are putative RNA-binding polypeptides with a K-homology (KH) domain. Our results showed *StRIK* ubiquitous expression in different plant tissues at similar levels (Fig. S2), which is in accordance with the *S. phureja RIK* RNA-seq data extracted from the PGSC [30] and with the transcript profile of its orthologue in maize [23]. Although Soler et al. [7] reported upregulation of the cork oak *QsRIK* gene in phellem compared with xylem (FC = 5), the present work suggests that the role of this potato gene is not specific to phellem or suberized tissues. Potato and Arabidopsis *RIK* genes are upregulated in flowers, fruits and in the shoot apex inflorescence during floral transition (Fig. S2). We found that *StRIK*-RNAi plants displayed floral transition in the shoot apical meristem and mostly formed fully developed flowers whereas Wild type plants did not, despite growing in parallel under the same conditions (Fig. 3a-d). This phenotype suggests that downregulation of *StRIK* could be required for organ specification or tissue differentiation and therefore a repressor role of *StRIK* in flower development could be hypothesized. Several proteins containing the K homology (KH) domain have been shown to affect flowering in Arabidopsis [35]. Specifically, the protein *HEN4* was involved in the pre-mRNA processing of the *AGAMOUS* floral homeotic gene [24]; *FLK* inactivation triggered *FLC* upregulation, possibly by modulating posttranscriptional gene regulation of *FLC* [25]; and the *PEPPER* KH-domain protein was shown to affect pistil development [27]. Its overexpression induced an increase of *FLC* transcript levels and a flowering delay, presumably by transcriptional and posttranscriptional regulatory mechanisms [36]. However, *S. phureja RIK* is induced in young growing tissues such as stolon and tuber sprout (Fig. S2). This and the ubiquitous gene expression (Fig. S2), suggest that *StRIK* plays a regulatory role in plant development other than flowering.

There is an upregulation of *StRIK* after wounding in potato tuber discs (Fig. S2). and the *S. phureja RIK* shows increased transcript accumulation upon osmotic stress (mannitol), salt stress, ABA treatment and during leaf senescence, but is repressed by heat treatment and wounding (24 h after wounding in leaves) (Fig. S2). In contrast, in Arabidopsis, wounding induces a mild *RIK* transcript accumulation in root 3, 6, 12 and 24 h after injury [37].

Similarly, the expression of genes involved in response to stress was altered when *StRIK* was silenced in the tuber periderm. 

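The dehydrin PGSC0003DMT400025812 was among the most abundant transcripts. It had 57667 ± 1079 normalized effective counts (SD, n = 3) in the Wild type and 58173 ± 16095 (SD, n = 6) in the paper's RNAi libraries, a log2FC of 0.01 (SE 0.25, adjusted p = 1 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2FC in Table S2 is 0.0209. The difference was smaller than the spread between libraries (two-sided exact permutation test, p = 0.929). Line 9 replicate 1 had 34867, line 12 replicates 2 and 3 had 77475 and 72156, and line 47 had 55017, 46079 and 63445. The unused line 9 replicates 2 and 3 had 31178 and 33943, and line 12 replicate 1 had 76944, so all 3 libraries of line 9 lay below the Wild type and all 3 of line 12 above it. Over all 9 the log2FC was −0.08, and the sign was also negative under 7 of the alternatives, with values down to −0.09 without line 12 replicate 2.

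The 11S globulin PGSC0003DMT400026705 had 2.64 ± 3.06 (SD, n = 3) in the Wild type and 31 ± 13.6 (SD, n = 6) in the RNAi libraries, 11.7-fold higher, with 45.9, 22.6 and 21.8 in the unused libraries (line 9 replicates 2 and 3 and line 12 replicate 1). Its log2FC was 3.44 (SE 0.64, adjusted p = 0.223, and 0.0762 over all 9, by edgeR with Benjamini-Hochberg adjustment), and the adjusted p ranged from 0.000454 with DESeq2 to 0.972 over the alternatives (Benjamini-Hochberg adjustment). The vacuolar H+-pyrophosphatase PGSC0003DMT400005448 had 0 in the 3 Wild type libraries and 5.04 ± 2.01 (SD, n = 6) in the RNAi libraries, at least 1.68-fold higher, with 1.45, 7.73 and 4.38 in the unused ones (adjusted p = 0.429, and 0.219 over all 9, by edgeR with Benjamini-Hochberg adjustment). For the ribulose bisphosphate carboxylase large chain PGSC0003DMT400083063 the Wild type was at the floor with 2.52, 0 and 1.28. Line 47 replicates 2 and 3 had 124 and 136, whereas line 9 replicate 1 had 26, line 12 replicates 2 and 3 had 1.28 and 2.69 and line 47 replicate 1 had 2.56. The unused libraries had 43.7, 3.56 and 4.65, and the adjusted p was 0.79, or 0.707 over all 9, by edgeR with Benjamini-Hochberg adjustment. Of the paper's 6 libraries 5 lay above every Wild type library (two-sided exact permutation test, p = 0.0476, and 0.0182 over all 9). Among these, line 12 replicate 3 and line 47 replicate 1 exceeded the Wild type only at the floor, where values cannot be told from 0. Their place in this order therefore decides nothing. The dehydration responsive element binding protein and the K+ channel, both measured by RT-qPCR as well, were higher in each of the 9 RNAi libraries than in any Wild type library.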

Six genes whose Arabidopsis orthologues are involved in response to ABA and water deprivation (potato annotation: dehydrin, 11S globulin, dehydration responsive element binding protein, K+ channel inward rectifying, ribulose bisphosphate carboxylase large chain, vacuolar H + -pyrophosphatase, Table 1, Table S2, Fig. 5) were upregulated in *StRIK*-RNAi periderm. For instance, in Arabidopsis, the dehydration responsive element binding protein was related to drought, salt and heat stress responses [38], and the K-channel was involved in potassium cell homeostasis and ABA signal transduction [39, 40]. Conversely, other abiotic stress genes were downregulated, such as a wound responsive protein, a heat shock binding protein, a metallothionein and the LOB domain-containing protein 41, a transcription factor known to be induced by hypoxia in Arabidopsis [41] (Table 1, Table S2). 

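The 4 transcripts had normalized effective counts well above the floor. The wound responsive protein (PGSC0003DMT400049546, listed in Table S2 as a conserved gene of unknown function) had 2469 ± 829 (SD, n = 3) in the Wild type and 1107 ± 80.1 (SD, n = 6) in the paper's RNAi libraries. The log2FC was −1.16 (SE 0.19, adjusted p = 0.106 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Line 9 replicates 2 and 3, which the paper did not use, had 2680 and 1929, within or near the Wild type range, and line 12 replicate 1 had 993. Over all 9 the log2FC was −0.86 (adjusted p = 0.676 by edgeR with Benjamini-Hochberg adjustment). The heat shock binding protein PGSC0003DMT400081406 had 118 ± 61.1 (SD, n = 3) and 40.8 ± 7.48 (SD, n = 6), with 114, 78.8 and 52.1 in the unused libraries. Its log2FC was −1.53 (SE 0.27, adjusted p = 0.18) over the paper's libraries and −1.11 (adjusted p = 0.622) over all 9, by edgeR with Benjamini-Hochberg adjustment. The LOB domain-containing protein 41 (PGSC0003DMT400032938) had 11409 ± 3793 (SD, n = 3) and 4358 ± 899 (SD, n = 6), and 9700, 7070 and 3058 in the unused libraries. Its log2FC was −1.39 (SE 0.23, adjusted p = 0.112) and −1.16 over all 9 (adjusted p = 0.466), by edgeR with Benjamini-Hochberg adjustment. In these 3 transcripts all 6 of the paper's RNAi libraries lay below all Wild type libraries (two-sided exact permutation test, p = 0.0238, the smallest for 6 against 3), but not all 9. DESeq2 with Benjamini-Hochberg adjustment gave adjusted p of 7.4e-05, 0.00212 and 7.49e-05, the lowest of the alternatives, and the highest were 0.65, 0.768 and 0.689.

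The metallothionein PGSC0003DMT400077957 had 64622 ± 10888 (SD, n = 3) in the Wild type and 62458 ± 12692 (SD, n = 6) in the RNAi libraries (two-sided exact permutation test, p = 0.81). The log2FC in Table S2 is −0.0493. The fitted log2FC was −0.05 (SE 0.21, adjusted p = 0.996) and 0.04 over all 9 (adjusted p = 0.983), by edgeR with Benjamini-Hochberg adjustment. The unused libraries had 83650, 56492 and 83156, and without Wild type replicate 3 the log2FC over the paper's libraries was 0.09.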

Finally, three biotic stress genes were upregulated in these lines: one pathogenesis related and two orthologues to a member of Kunitz trypsin inhibitors (KTI) (At1g17860) (Table S2, stress and proteolysis categories), which play prominent roles in defense response against herbivores and in the response to wounding and methyl jasmonate [42–44]. It is worth to remark that biotic and abiotic stress response were identified in transcriptomic and proteomic approaches in potato tuber periderm [45, 46] and lately it was reported that ABA triggers suberin accumulation in the endodermis [47] and is relevant for periderm development [8]. 

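The pathogenesis related transcript PGSC0003DMT400013091 had 0 counts in the 3 Wild type libraries. The paper's RNAi libraries had 3.41 ± 1.92 normalized effective counts (SD, n = 6), at least 1.14-fold higher, and the unused line 9 replicates 2 and 3 and line 12 replicate 1 had 1.36, 1.47 and 0. The adjusted p was 0.635, and 0.637 over all 9, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its highest count in any library was 6.38, close to the limit that a count of 0 allows. The Kunitz trypsin inhibitor orthologue PGSC0003DMT400026261 had 323 ± 166 (SD, n = 3) in the Wild type and 3600 ± 2089 (SD, n = 6) in the RNAi libraries, 11.1-fold higher, and 3189, 2447 and 3840 in the unused ones. Its log2FC was 3.47 (SE 0.58, adjusted p = 0.127) over the paper's libraries and 3.42 (adjusted p = 0.0401) over all 9, by edgeR with Benjamini-Hochberg adjustment. The other orthologue, PGSC0003DMT400026262, had 452 ± 98.6 (SD, n = 3) and 6644 ± 4008 (SD, n = 6), 14.7-fold higher, with 1806, 3185 and 2717 in the unused libraries. The log2FC was 3.87 (SE 0.61, adjusted p = 0.0921) and 3.55 over all 9 (adjusted p = 0.157), by edgeR with Benjamini-Hochberg adjustment. In both orthologues each of the 9 RNAi libraries lay above every Wild type library. Their adjusted p over the alternatives ranged from 2.92e-09 to 0.801 and from 1.1e-11 to 0.65, the lowest from DESeq2 with Benjamini-Hochberg adjustment. The 2 transcripts have neighbouring identifiers and the same Arabidopsis orthologue, so reads they have in common were divided between them.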

Altogether suggests that StRIK could be significant for cork development related with biotic and abiotic stress signaling.

It is remarkable that most genes related to RNA metabolism are upregulated in *StRIK* silenced periderm. There are several RNase H proteins with unknown function in plants, but with pivotal roles in mammalian cell physiology and health, related to genome stability and cell viability [48, 49]. 

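Table S2 lists 5 RNase H transcripts. PGSC0003DMT400073611 had 361 ± 125 normalized effective counts (SD, n = 3) in the Wild type and 1161 ± 99.4 (SD, n = 6) in the paper's RNAi libraries, 3.21-fold higher. Its log2FC was 1.68 (SE 0.22, adjusted p = 0.0356) and 1.64 over all 9 (adjusted p = 0.00577), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. That call held in 2 of the 9 fits that each left out a library, and over all alternatives the adjusted p ranged from 8.62e-11 with DESeq2 to 0.222 (Benjamini-Hochberg adjustment). PGSC0003DMT400016670 had 26.4 ± 13.9 (SD, n = 3) and 99.4 ± 19 (SD, n = 6), 3.77-fold higher (log2FC 1.90, SE 0.31, adjusted p = 0.112, and 0.0478 over all 9, by edgeR with Benjamini-Hochberg adjustment). In the libraries that the paper did not use (line 9 replicates 2 and 3, line 12 replicate 1) the former had 960, 994 and 1184 and the latter 67.8, 92.3 and 92.4. PGSC0003DMT400063698 had 0 in the Wild type and 15.7 ± 9.16 (SD, n = 6), at least 5.23-fold higher, and 13.5, 10.6 and 6.86 in the unused libraries. Its adjusted p was 0.196, and 0.073 over all 9, by edgeR with Benjamini-Hochberg adjustment, and between 0.000901 with DESeq2 and 0.697 over the alternatives (Benjamini-Hochberg adjustment). PGSC0003DMT400022247 was lower, with 67 ± 3.14 (SD, n = 3) in the Wild type, 36.2 ± 7.63 (SD, n = 6) in the RNAi libraries and 22, 35.5 and 13.1 in the unused ones (log2FC −0.90, SE 0.20, adjusted p = 0.488, and 0.412 over all 9, by edgeR with Benjamini-Hochberg adjustment). For each of these 4 transcripts, as for PGSC0003DMT400063700, all RNAi libraries lay on the same side of all Wild type libraries (two-sided exact permutation test, p = 0.0238 for 6 libraries and 0.00909 for 9, the smallest that these numbers allow). Reads of near-identical copies of these genes can be divided among their transcripts.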

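The RNA-binding protein PGSC0003DMT400006660 had 92.8 ± 11.8 normalized effective counts (SD, n = 3) in the Wild type and 151 ± 6.16 (SD, n = 6) in the paper's RNAi libraries. The log2FC was 0.70 (SE 0.13, adjusted p = 0.249, and 0.435 over all 9, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The unused line 9 replicate 2 had 97, within the Wild type range of 79.4 to 102, and line 9 replicate 3 and line 12 replicate 1 had 141 and 131. Over the alternatives its adjusted p was between 0.00539 with DESeq2 and 0.753 (Benjamini-Hochberg adjustment). The splicing factor syf2 (PGSC0003DMT400027449) had 33.1 ± 3.42 (SD, n = 3) and 63.5 ± 10.8 (SD, n = 6), with 52.5, 60.5 and 102 in the unused libraries, a log2FC of 0.94 (SE 0.20, adjusted p = 0.392, and 0.335 over all 9, by edgeR with Benjamini-Hochberg adjustment).

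The 4 rRNA intron-encoded homing endonucleases (PGSC0003DMT400071451, PGSC0003DMT400085242, PGSC0003DMT400094705 and PGSC0003DMT400091537) had 2251, 5418, 18360 and 7175 normalized effective counts in line 47 replicate 2 and 1868, 5697, 16082 and 7350 in replicate 3. The 3 Wild type libraries had 55.6 to 68.9, 182 to 275, 432 to 663 and 242 to 363. The means of the other 4 RNAi libraries of the paper were 1.14, 1.22, 1.16 and 1.23 times those of the Wild type. Of these, line 9 replicate 1 had 143, 522, 1156 and 659, above every Wild type library, and the other 3 did not exceed the Wild type. All 3 unused libraries lay above every Wild type library as well, with the highest values (160, 622, 1241 and 726) in line 9 replicate 2. Fitted log2FC values were between 3.22 and 3.56, with adjusted p between 0.834 and 0.837 over the paper's libraries and of 0.739 over all 9, by edgeR with Benjamini-Hochberg adjustment. Without both of those line 47 libraries they were between 0.18 and 0.30. In the fit with the lane tag as a term the RNAi effect rests on those line 47 libraries against the Wild type. That fit gave adjusted p between 0.00408 and 0.00617 by edgeR with Benjamini-Hochberg adjustment, and the other alternatives gave values up to 1. Together with 5 other transcripts of Table S2 whose annotation or counts mark them as rRNA-like, they made up 1.7% of all effective counts in line 47 replicate 2 and 1.27% in replicate 3 (95% Wilson intervals 1.7 to 1.71 and 1.27 to 1.28), against 0.0476% to 0.0758% in the Wild type and 0.0451% to 0.169% in the other 7 RNAi libraries. The 3 Wild type libraries carry the same lane tag as these libraries of line 47.

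**Figure D3:**
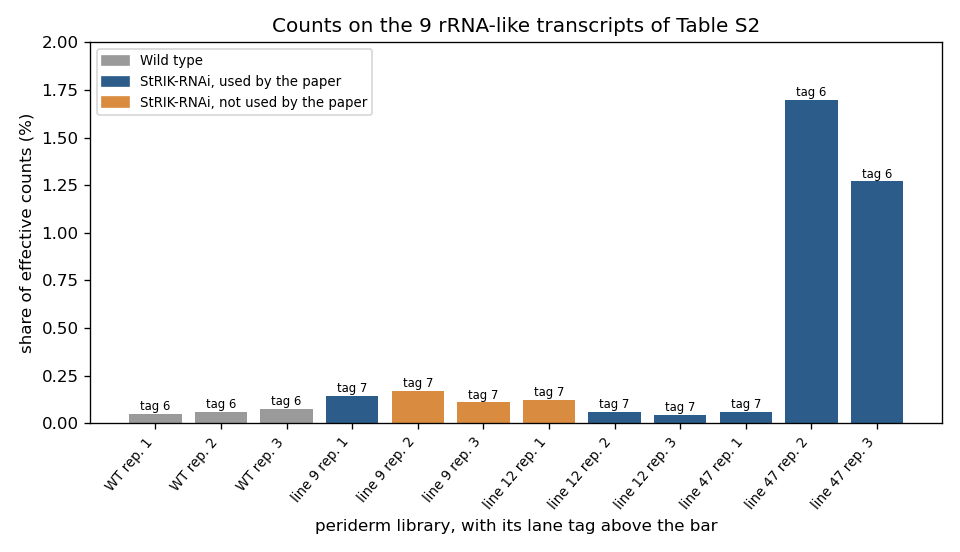
Share of all effective counts, in percent, on 9 rRNA-like transcripts of Table S2 in each of the 12 periderm libraries (1 bar per library, with its lane tag above it). Line 47 replicates 2 and 3 stand at 1.7% and 1.27%, and the other 10 libraries are at 0.169% or less.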

Other upregulated genes were a RNA-binding protein encoding for a chloroplast enzyme involved in rRNA maturation and intron recycling (At3g13740, [50]), a gene involved in splicing (At2g16860, [51]) and several rRNA intron-encoded homing endonucleases (Table 1, Fig. 5, Table S2). Accordingly, the co-expression network of the Arabidopsis *RIK* gene was enriched in several ontologies related to RNA metabolism and splicing (Table S3 and S4). The co-expressed genes included *FCA*, a controlling flowering gene [52] and a splicing factor *U2AF65A,* involved in intron recognition in plants [53, 54] and with capacity to regulate flowering time [55]. Also, RIK co-expressed with two KH-domain RNA binding proteins, SHINY and HOS5, which mediate correct pre-mRNA processing of stress-related genes under stress [28, 56]. Altogether, the DEGs related to stress and RNA metabolism and the co-expression network of Arabidopsis RIK suggest that *StRIK* could have a role in the periderm by interfering with the genome stability and/or mRNA maturation/stability, and stress signaling pathway.

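Of the 6 transcripts of Table S2 related to transposable elements, the retrotransposon PGSC0003DMT400041204 and the transposase PGSC0003DMT400039369 are among the genes measured by RT-qPCR. A further transposase, PGSC0003DMT400003803, had 6.65 ± 5.78 normalized effective counts (SD, n = 3) in the Wild type and 94.1 ± 18.8 (SD, n = 6) in the paper's RNAi libraries, 14.1-fold higher. Its log2FC was 3.84 (SE 0.41, adjusted p = 0.00763, and 0.000964 over all 9, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without Wild type replicate 1 its adjusted p was 0.104 by edgeR with Benjamini-Hochberg adjustment, the highest of the alternatives, and the lowest was 2.2e-16 with DESeq2. The LINE-type retrotransposon PGSC0003DMT400092517 fell from 48.5 ± 10.3 (SD, n = 3) to the floor, with at most 2.82 in the paper's RNAi libraries, at least 16.2-fold lower. Its adjusted p was 0.00447 over the paper's libraries and 0.000167 over all 9, by edgeR with Benjamini-Hochberg adjustment. In line 9 replicates 2 and 3 and line 12 replicate 1, which the paper did not use, PGSC0003DMT400003803 had 89.9, 64.8 and 125 and PGSC0003DMT400092517 had 1.51, 3.33 and 0.798. TNP2 (PGSC0003DMT400046437) had 20.8 ± 13 (SD, n = 3) in the Wild type and 1.52 ± 2.34 (SD, n = 6) in the RNAi libraries, and 0, 8.43 and 0 in the unused ones. The log2FC was −3.82 (SE 0.80, adjusted p = 0.368, and 0.412 over all 9, by edgeR with Benjamini-Hochberg adjustment), and over the alternatives the adjusted p was between 0.0207 with DESeq2 and 1 (Benjamini-Hochberg adjustment). The MuDR transposon PGSC0003DMT400085583 had 0 in the Wild type and 5.34 ± 2.65 (SD, n = 6), at least 1.78-fold higher, with 5.82, 7.37 and 6.01 in the unused libraries (adjusted p = 0.629, and 0.219 over all 9, by edgeR with Benjamini-Hochberg adjustment). All 9 RNAi libraries lay beyond all Wild type libraries for each of these 4 transcripts (two-sided exact permutation test, p = 0.00909, and 0.0238 for the paper's 6, the smallest that these numbers allow).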

Among the DEGs it is of note to mention several genes related to DNA transposition which were both up and downregulated in *StRIK*-RNAi lines (Table 1, Fig. 5 and Table S2). Transposable elements (TE) are mobile genetic elements abundant in genomes, which, upon activation, can alter gene expression [57] triggering effects in plant physiology, development or stress responses [58]. Because uncontrolled transposition is often deleterious, plants have evolved mechanisms to silence the transposons [59] through small interfering RNAs (siRNAs) responsible for RNA-directed DNA methylation (RdDM) [57]. Considering that RIK may bind regulatory RNAs [17] and that gene silencing is a process enriched in the *RIK* co-expression network (Table S4), it is tempting to speculate that StRIK may contribute to the epigenetic control of TEs during plant development and under stress conditions.

The role of StRIK in phellem remains unknown as its silencing does not affect phellem anatomy (Fig. 4) or the known suberin genes [60]. However, CYP87A2, that was downregulated in *StRIK*-RNAi periderm, was also identified as a phellem formation candidate because it is upregulated in cork compared with wood [7]. In addition, CASPL4D2, with unknown function, was also downregulated in *StRIK*-RNAi periderm (Table S2). 

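The cytochrome P450 transcript PGSC0003DMT400014902 had 0, 3.8 and 3.66 normalized effective counts in the Wild type libraries and 0 in all 9 RNAi libraries. With fewer than 10 counts in all it was below the filter of the edgeR test. The difference was not detectable at this depth (two-sided exact permutation test, p = 0.167 for the paper's 6 libraries and 0.0909 for all 9, where 0.0238 and 0.00909 are the smallest possible).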

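The transcript of *CASPL4D2* (PGSC0003DMT400069577, UPF0497 membrane protein) had 3.54, 8.59 and 0 normalized effective counts in the Wild type and 0 in all 9 RNAi libraries, at least 1.35-fold lower. Its adjusted p was 0.79 over the paper's 6 libraries and 0.671 over all 9 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Wild type replicate 3 also had no count, so the groups overlapped (two-sided exact permutation test, p = 0.167 and 0.0909).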

Interestingly, CASPL4D1, which is very similar to CASPL4D2, is required for pathogen-induced lignification [61]. It is noteworthy that CASPL4C1, which is in the same gene subfamily as CASPL4D2 [62], showed earlier flowering and higher tolerance to cold stress when knocked out [63].

## Conclusions

Basing on the cork upregulation versus wood of the cork oak *RIK*, we focused on the function of the StRIK in the periderm by a reverse genetic approach in potato. Results showed that StRIK is encoded by a single gene in potato, as Arabidopsis and maize, contains two SF1-like K-homology RNA binding domains and displays a nuclear localization. The transcript accumulated in all the constitutive tissues and was induced by wounding in potato tuber. *StRIK* downregulation correlated with flower development solely in transgenic lines, while no evident changes in periderm anatomy were found. Nonetheless, transcriptome analysis highlighted 101 genes differentially expressed between *StRIK*-RNAi and Wild type periderm lines, which belong to functions related to RNA metabolism, stress, transposable elements and signaling. 

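Among the 16 transcripts past the adjusted threshold over the paper's 6 RNAi libraries, 7 belong to signaling, 4 to transposable elements, 2 to RNA metabolism and splicing and 1 to stress. The other two are a *StRIK* isoform and a gene of unknown function. When a library was left out, 0 of the 7 in signaling were called in 7 of the 9 fits, and 0 with the lane tag as a term. The *StRIK* isoform was called in 1 of the 9 fits and not with the lane tag. In the fit with the lane tag the RNAi effect rests on the lane tag 6 libraries of line 47, so a call lost there does not show an effect of the tag. Of the 4 in transposable elements, 3 or 4 were called in each of the 9 fits and 4 with the lane tag, of the 2 in RNA metabolism 1 or 2, and that in stress in 4 fits. Without both lane tag 6 libraries of line 47 none of them was called over the paper's remaining libraries. When the 7 RNAi libraries of tag 7 were compared with the Wild type, which leaves out the same libraries, 8 of the 16 were called. In each of the 15 other than *StRIK*, the 3 libraries that the paper did not use lay on the same side of the Wild type as its 6 libraries, but both comparisons share the 3 Wild type libraries. Within the 9 RNAi libraries the level of *StRIK* was compared with each of 93 transcripts of Table S2, leaving out its own isoforms, by Spearman's rho with exact permutation p. None had an adjusted p under 0.05 with Benjamini-Hochberg adjustment over the 93, and 2 had an unadjusted p under 0.05 (0 and 14 by Pearson's r). In 58 of the 93 the sign of rho was that of a change with *StRIK*, negative for transcripts that the paper lists as higher and positive for those it lists as lower. Leaving out the 2 libraries farthest from the median *StRIK* level gave 0 adjusted and 3 unadjusted p under 0.05, with that sign in 50 of 92. Without both lane tag 6 libraries of line 47, which leaves the 7 libraries of tag 7, the counts were 0 and 12, with that sign in 58. From the categories of the DEGs and the ontologies of the genes co-expressed with Arabidopsis *RIK*, the paper proposes that StRIK might have a regulatory role in the periderm through stress signaling and RNA metabolism. Its reasoning on transposable elements, which it marks as speculative, takes their presence among the DEGs together with the possible binding of regulatory RNAs by RIK and the gene silencing terms in that network.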

Altogether, results suggest that *StRIK* might play a regulatory role in potato tuber periderm through stress signaling and RNA metabolism.

## Methods

### Plant material

The potato plant cultivar (*S. tuberosum* Group Tuberosum cv. Désirée) was kindly provided by Professor Salomé Prat (Center for Research in Agricultural Genomics: CRAG, Barcelona, Spain). The tetraploid potato cultivar Désirée was obtained from crossing *Urgenta* x *Depesche* cultivars by ZPC breeder (Holland). The information of Désirée cultivar is available at the Potato Pedigree database (https://www.plantbreeding.wur.nl/PotatoPedigree/lookup.php?name=DESIREE:%20identifier%2011213, Wageningen University) and the European Cultivated Potato Database (ECPD: https://www.europotato.org/varieties/view/Desiree-E). Potato tuber periderm was used to isolate the *StRIK* full-length coding sequence, to produce the *StRIK* silenced plants to perform reverse transcription followed by quantitative PCR **(**RT-qPCR) and RNA-seq experiments. To obtain Désirée tubers*,* in vitro plants were propagated as described by Serra et al. [64] and then transferred to soil and grown for 3 months in a walk-in chamber before tuber harvest. The skin of potato tuber was manually dissected using sterile scalpels and was immediately frozen in liquid nitrogen. When the phellogen is active it is prone to break, hence the skin is easily removed and the tissue recovered contains mainly phellem but also phellogen. From now on, we will use the term periderm to refer to the potato skin harvested that contains phellem and phellogen. Potato tubers of *S. tuberosum* Group Tuberosum cv. Monalisa were purchased in a local supermarket and used to study the *StRIK* responsiveness to wounding. To that aim, potato tuber discs (3 mm thick and 13 mm in diameter) from flesh (parenchyma) were obtained with a cork borer and were left in a plastic box at room temperature, in darkness and saturated humidity conditions until sample harvesting.

### Cloning and sequencing the full-length of *StRIK*

For complete coding sequence isolation, first strand cDNA was synthesized using SuperScript III reverse transcriptase (Invitrogen, http://www.invitrogen.com/), oligo (dT)_18_ primer and total RNA from periderm tissue [65] previously treated with DNAse. The primers used to clone the full-length coding sequence of potato *StRIK* gene (Table S5) were designed based on the information from the potato Expressed Sequence Tag assembly (TC127409 and TC155463). PCR was performed using tuber periderm cDNA and the high fidelity PrimeSTAR® HS DNA Polymerase (Takara). PCR product was cloned into pCR4-TOPO (Invitrogen) and sequenced using BigDye [66] Terminator 3.1 kit (Applied Biosystems). The GenBank accession number of *StRIK* full-length coding sequence is MT622318.

### Potato transformation

The hairpin RNAi construct for *StRIK* gene silencing was obtained by PCR amplification (Table S5) of a specific fragment of 246 bp (Fig. S3). Amplification products were first cloned into pENTR/D-TOPO vector (Life Technologies) and then transferred in opposite orientations into the binary destination vector pBIN19RNAi [67] by LR clonase II enzyme (Life Technologies). Potato plant transformation was carried out as described by Fernández-Piñán et al. [66]. In brief, *A. tumefaciens* (GV2260) was transformed with the recombinant pBIN19RNAi vector and used to infect leaf explants, which were treated with phytohormones to induce the organogenesis process leading to kanamycin-resistant potato plants with the *StRIK* gene downregulated.

### Reverse transcription and quantitative PCR analysis (RT-qPCR)

Total RNA was isolated following the protocol reported by Logemann et al. [65]. First-strand cDNA was synthesized from 2 μg of DNAse digested RNA using the High Capacity cDNA Reverse Transcription kit (Applied Biosystems). Real time PCR analyses were performed in a LightCycler® 96 Real-Time PCR System (Roche). Gene-specific primers were designed with Primer3 0.4.0 software (https://bioinfo.ut.ee/primer3-0.4.0/) and then checked with NetPrimer (http://www.premierbiosoft.com/netprimer/). Each 20 μl qPCR reaction contained 10 μl of SYBR Green Select Master Mix (Applied Biosystems), 300 nM of each forward and reverse corresponding primer and 5 μl of a 100-fold diluted cDNA. The thermal cycle program used was a first step of 95 °C for 10 min and 40 cycles of 95 °C for 10 s, 60 °C for 15 s and 72 °C for 10 s. A dissociation final step was included to verify the presence of a single amplicon. For each primer pair, standard curves with a five-fold dilutions series of Wild type periderm cDNA template (1/5, 1/25, 1/125, 1/625 and 1/3125) was used to determine amplification efficiency, *E* = 10 ^(− 1/slope)^. The mRNA abundances for each gene were calculated as relative transcript abundance = (E_target_)^ΔCt target (control-sample)^ / (E_reference_)^ΔCt reference (control-sample)^ [68]. cDNA control sample for native tissues analysis was a pool with equal amounts of all samples, for wounding stress assay a pool of 144 h post-wounding replicates and for transgenic lines and RNA-seq validation, a pool of Wild type periderm replicates. The housekeeping gene *adenine phosphoribosyl transferase* (*APRT*) was used to normalize the results, except for the wounding experiment in which the constitutive gene *Elongation Factor 1 α* (*EF1α*) was used [69]. Gene-specific primer sequences are available in Table S5.

### Protein sequence alignment analysis

The amino acid multisequence alignment was performed using the Clustal Omega program from the European Bioinformatics Institute (EBI, https://www.ebi.ac.uk/Tools/msa/clustalo/). The alignment was edited using BOXSHADE version 3.21 available at https://embnet.vital-it.ch/software/BOX_form.html.

### Subcellular localization of RFP-StRIK fusion protein and periderm microscopy

*StRIK* gene coding region was amplified with specific primers bearing the attB recombinant sequences at 5′-end (Table S5) using PrimeSTAR® HS DNA Polymerase (Takara). The amplicon was cloned into the GATEWAY donor vector pDONR207™ (Life Technologies) and then transferred into the destination vector pK7WGR2.0 [70] to fuse the RFP to the N-terminal end of StRIK (pK7WGR2.0-*RIK*). *A. tumefaciens* cells (GV3101) transformed with the pK7WGR2.0-*RIK* vector and the HcPro silencing suppressor [71] were grown in parallel overnight at 28 °C in YEB liquid medium supplemented with the appropriate antibiotics. The cultures were centrifuged at 4000 g, the cell pellet resuspended in infiltration buffer (10 mM MES (pH 5.6), 10 mM MgCl_2_ and 500 μM acetosyringone) at 2 unit OD_600_/ml each culture and the mixture was incubated at room temperature for 2 h. Before agroinfiltration, both *Agrobacterium* samples (*RFP-RIK* and HcPro) were mixed in a 1:1 ratio to achieve 1 unit OD_600_/ml each culture. This mixture was used to agroinfiltrate the abaxial side of *N. benthamiana*. After 3 days, transformed cells were observed under a NIKON Ti Eclipse fluorescence inverted microscope with a confocal unit NIKON A1R. To detect red fluorescence, leaves were excited at 543.5 nm wavelength and the emission was collected at 595 nm. The software used for microscope imaging was NIKON NIS-Elements AR v 4.10. The scanning electron microscopy (SEM) was used to analyze the periderm anatomy as previously reported by Serra et al. [67] using 21-d stored tubers.

### RNA-seq high-throughput sequencing

Periderm (skin) was isolated from freshly harvested potato tubers avoiding the underlying cortical parenchyma (see Plant Material subsection). Total RNA was purified by means of the PureLink® Plant RNA Reagent (Ambion) using a modification of the standard protocol by repeating step four and five of the protocol twice and adding a KOAc 2 M (pH 5.5) precipitation step to remove polysaccharides. Final RNA precipitation was performed with the GlycoBlue™ Coprecipitant (Ambion). Genomic DNA was removed using TURBO DNA-free kit (Ambion) according to the manufacturer’s instructions. RNA samples were analyzed using Agilent 2100 Bioanalyzer and those with an RNA integrity number (RIN) over 7 were sequenced. Three biological replicates were sequenced for each line (Wild type and *StRIK*-RNAi lines 9, 12 and 47). The cDNA libraries were prepared using the TruSeq RNA Library Prep Kit (Illumina) following the manufacturer’s protocols and then ran in an Illumina HiSeq 2000 instrument (BGI Hong Kong). The quality of the RNA-seq data was analyzed using FastQC v0.11.2 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The reads were aligned with Bowtie 2 [72] against the *S. tuberosum* Group Phureja transcriptome generated from the genome assembly v4.03 [30] using the most recent version of the GFF3 genome annotation file (PGSC_DM_V403_genes.gff.zip) with the program gffread from the Cufflinks package [73]. The quantification of transcript abundance was performed with eXpress 1.5.1 [74]. The column labelled ‘eff_counts’ obtained from the eXpress output was passed as input to baySeq [75] for the differential expression analysis. For each model fitted, transcripts with a False Discovery Rate (FDR) less than 0.05 were considered differentially expressed. All sequencing data are available in the Gene Expression Omnibus repository from NCBI under accession code GSE153641.

## Supplementary Information

**Additional file 1: Fig. S1** Amino acid alignment of the potato (*S. tuberosum* Group Tuberosum) StRIK protein with the most homologous proteins of *S. tuberosum* Group Phureja (PGSC0003DMP400043638), *S. lycopersicum* and *S. pennellii* (XP_004233384.1 and XP_015065578.1)*,* Arabidopsis (AAY24687.1) and maize (AAY24682.1). The Arabidopsis splicing factor 1 SF1-like, At5g51300, identified by Lorkovic and Barta (2002) as KH domain protein, and the two most homologous proteins in potato PGSC0003DMP40003285 and PGSC0003DMP400012836 (designated as S.tubPhurSF1_1 and S.tubPhurSF1_2, respectively) are also included. The two predicted SF1_like-KH conserved protein domains and the highly conserved KH domain core consensus sequence IIGxxGxxI described by Burd and Dreyfuss [21] are indicated. The proline-rich region identified is also shown. The amino acids that are identical are shaded in black and the ones that are similar in grey. The following abbreviations were used for the RIK and SF1 sequences: S.tub, *S. tuberosum* Group Tuberosum; S.tubPhur, *S. tuberosum* Group Phureja; S.lyc, *S. lycopersicum*; S.pen, *S. pennellii*; Arab, Arabidopsis; Z.may, *Z. mays.*

**Additional file 2: Fig. S2** Transcript accumulation profile of *StRIK and S. phureja RIK* in different tissues and conditions. (a) Relative transcript abundance (RTA) of *StRIK* accumulation in different potato organs and tissues, RTA levels were expressed as the mean ± SD of three technical replicates. (b) Transcript profile of *RIK* in *S. phureja* (DM and RH genotypes)*.* The FPKM values were obtained from data reported by the Potato Genome Sequencing Consortium [30] and Massa et al. (2011). A red-green colour gradient from lower and higher transcript accumulation is shown, respectively. (c) Accumulation of *StRIK* transcripts in potato tuber healing discs over 144 h. RTA levels are represented as the mean ± SD of two biological replicates. There was a highly significant linear increase in *StRIK* levels after wounding (regression analysis to test linear relationship between transcript abundance and time: *p* < 0.001).

**Additional file 3: Fig. S3** Genomic *StRIK* sequence. Nucleotide sequence used for *StRIK* silencing is shown in red characters. The 12 exons of *StRIK* gene are shadowed in grey. The start initiation and the STOP codons are highlighted in green.

**Additional file 4: Fig. S4** Target region of the 246 bp *StRIK-*RNAi fragment underlined in grey on the *RIK* gene (PGSC0003DMG400025145) genomic sequence visualized in the Spub DB Genome Browser (http://solanaceae.plantbiology.msu.edu/cgi-bin/gbrowse/potato/) from the [30]. The *RIK* gene is encoded in chromosome 2 antisense strand (−) between 25,304,888-25,313,841 bp positions in the *S. tuberosum* Group Phureja and it is composed of 12 exons and 11 introns which transcribes for four predicted gene isoforms. The *StRIK*-RNAi fragment targets exon 8, 9 and 10 from the representative transcript (PGSC0003DMT400064730) as well as two other gene isoforms PGSC0003DMT400064729 and PGSC0003DMT400064731 while the fourth and shortest isoform PGSC0003DMT400064735 is not targeted by the RNAi fragment.

**Additional file 5: Fig. S5***StRIK* transcript accumulation measured by RT-qPCR in potato a) leaf and b) tuber periderm of *StRIK*-RNAi and Wild type lines from two consecutive plantings. Each column represents the mean and standard deviation of three technical replicates. Lines selected in leaves for further testing in tuber periderm are indicated with a red arrow.

**Additional file 6: Table S1** BLASTN results against potato transcript database with the *StRIK*-RNAi construct as a query.

**Additional file 7: Table S2** RNA-seq results of genes showing differential expression between Wild type and *StRIK*-RNAi potato tuber periderm (FDR < 0.05). Gene functional annotation of potato and Arabidopsis (e value ≤10  ^− 5^), gene expression levels (effective counts) and log_2_FC values (*StRIK*-RNAi/WT) are shown.

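The effective counts of Table S2 were compared with the deposited values. For each of the 9 libraries listed, the column of Table S2 equals the deposited effective counts multiplied by a single factor, which was 1.0089, 0.9550 and 1.0301 for Wild type replicates 1, 2 and 3 and between 0.8592 (line 47 replicate 3) and 1.0693 (line 12 replicate 3) for the RNAi libraries. All 101 transcripts of each column fit within 1 count or 1%. The factors scale the libraries to each other, and line 47 replicate 3, which has the smallest factor, has the largest total of effective counts. A log2FC is given in Table S2 for 71 transcripts, and the fitted value from edgeR has the same sign in all 71 and lies within 0.1 of it in 63. The other 30 have a group mean of 0, for which no ratio exists.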

**Additional file 8: Table S3** List of the 300 most co-expressed genes with Arabidopsis *RIK* gene based on ATTED-II database (https://atted.jp/). Co-expression degree is represented as Mutual Rank (MR) value.

**Additional file 9: Table S4** Gene ontology of 300 most co-expressed genes with *RIK* gene in Arabidopsis by PlantGSEA web tool (http://structuralbiology.cau.edu.cn/PlantGSEA/index.php).

**Additional file 10: Table S5** List of primers used.

## Data Availability

The StRIK full-length coding sequence is in the GenBank: accession number MT622318 (https://www.ncbi.nlm.nih.gov/genbank/). The RNA-seq data generated during the current study have been deposited in the Gene Expression Omnibus repository from NCBI under accession code GSE153641 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE153641). Databases and programs used in this study are the following: Arabidopsis Information Resource (https://www.arabidopsis.org/), Spud DB Potato Genomics Resources (http://solanaceae.plantbiology.msu.edu/pgsc_download.shtml), ATTED-II (https://atted.jp/) Plant GeneSet Enrichment Analysis Toolkit database (http://structuralbiology.cau.edu.cn/PlantGSEA/index.php) FastQC v0.11.2 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/), Clustal Omega program from the European Bioinformatics Institute (EBI, https://www.ebi.ac.uk/Tools/msa/clustalo/), BOXSHADE version 3.21 (https://embnet.vital-it.ch/software/BOX_form.html), Primer3 0.4.0 software (https://bioinfo.ut.ee/primer3-0.4.0/), NetPrimer (http://www.premierbiosoft.com/netprimer/), Potato Pedigree database (https://www.plantbreeding.wur.nl/PotatoPedigree/lookup.php?name=DESIREE:%20identifier%2011213) and the European Cultivated Potato Database (ECPD: https://www.europotato.org/varieties/view/Desiree-E). Public access to all these databases is open. The material used in this study will be shared on reasonable request to the corresponding author.

## Abbreviations

AS1: Asymmetric leaves 1
DEGs: Differentially expressed genes
GO: Gene ontology
KH: K-homology
rs2: Rough sheath2
RIK: Rs2-interacting KH protein
SF1: Splicing factor 1
RFP: Red fluorescent protein

# Supplementary material for: Silencing of StRIK in potato suggests a role in periderm related to RNA processing and stress
**Source:** BMC Plant Biol. 2021 Sep 7;21:409. doi: 10.1186/s12870-021-03141-z
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1 Amino acid alignment of the potato (S. tuberosum Group Tuberosum) StRIK protein with the most homologous proteins of S. tuberosum Group Phureja (PGSC0003DMP400043638), S. lycopersicum and S. pennellii (XP_004233384.1 and XP_015065578.1), Arabidopsis (AAY24687.1) and maize (AAY24682.1). The Arabidopsis splicing factor 1 SF1-like, At5g51300, identified by Lorkovic and Barta (2002) as KH domain protein, and the two most homologous proteins in potato PGSC0003DMP40003285 and PGSC0003DMP400012836 (designated as S.tubPhurSF1_1 and S.tubPhurSF1_2, respectively) are also included. The two predicted SF1_like-KH conserved protein domains and the highly conserved KH domain core consensus sequence IIGxxGxxI described by Burd and Dreyfuss [21] are indicated. The proline-rich region identified is also shown. The amino acids that are identical are shaded in black and the ones that are similar in grey. The following abbreviations were used for the RIK and SF1 sequences: S.tub, S. tuberosum Group Tuberosum; S.tubPhur, S. tuberosum Group Phureja; S.lyc, S. lycopersicum; S.pen, S. pennellii; Arab, Arabidopsis; Z.may, Z. mays.

S.tubRIK 1 -----------------------------------------------------------------------------------------MTEDNCP-RVS----SSETVD
S.tubPhurRIK 1 -----------------------------------------------------------------------------------------MTEDNCP-RVS----SSETVD
S.lycRIK 1 -----------------------------------------------------------------------------------------MTEDNCP-RVS----SSETVD
S.penRIK 1 -----------------------------------------------------------------------------------------MTEDNCP-RVS----SSETVD
ArabRIK 1 -----------------------------------------------------------------------------------------MTEDNDEARVP---LSDSSTT
Z.mayRIK 1 -----------------------------------------------------------------------------------------MTEDRAHKV-------ADEPA
AT5G51300SF1 1 --------------MESVE--------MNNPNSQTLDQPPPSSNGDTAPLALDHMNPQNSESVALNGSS-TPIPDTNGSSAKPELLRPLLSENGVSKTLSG-NDKDQSGG
S.tubPhurSF1_1 1 MD------------------YQSQSPSV-----ETLDHNSSQN---QA-----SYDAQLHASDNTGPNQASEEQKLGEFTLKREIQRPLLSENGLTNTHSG-TDRDQSGG
S.tubPhurSF1_2 1 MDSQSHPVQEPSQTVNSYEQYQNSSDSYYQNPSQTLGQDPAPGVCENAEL--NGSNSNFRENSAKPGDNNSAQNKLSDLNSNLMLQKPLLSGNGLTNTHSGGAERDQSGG

S.tubRIK 17 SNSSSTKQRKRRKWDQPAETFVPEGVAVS--GIFPLV--------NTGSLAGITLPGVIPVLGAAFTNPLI------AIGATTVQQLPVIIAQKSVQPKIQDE-LIAREI
S.tubPhurRIK 17 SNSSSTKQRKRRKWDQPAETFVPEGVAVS--GIFPLV--------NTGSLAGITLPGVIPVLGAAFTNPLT------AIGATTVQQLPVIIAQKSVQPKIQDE-LIAREI
S.lycRIK 17 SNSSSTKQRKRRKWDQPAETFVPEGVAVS--GIFPLA--------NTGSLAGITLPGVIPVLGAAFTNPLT------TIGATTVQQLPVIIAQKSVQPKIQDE-LIAREI
S.penRIK 17 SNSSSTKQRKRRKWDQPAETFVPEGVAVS--GIFPLA--------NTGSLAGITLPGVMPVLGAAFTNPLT------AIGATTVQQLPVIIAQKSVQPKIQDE-LIAREI
ArabRIK 19 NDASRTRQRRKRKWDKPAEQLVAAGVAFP--QLLPLG--------NTMNVPS-----MSPLLQTL--------------------SVP-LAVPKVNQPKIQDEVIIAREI
Z.mayRIK 15 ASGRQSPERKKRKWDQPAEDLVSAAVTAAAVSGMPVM--------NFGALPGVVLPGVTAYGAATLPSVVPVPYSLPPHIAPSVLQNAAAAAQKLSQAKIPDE-VIAREI
AT5G51300SF1 87 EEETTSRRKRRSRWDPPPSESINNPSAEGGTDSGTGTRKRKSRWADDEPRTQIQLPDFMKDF----TGGI------------------------EFDPEIQAL--NSRLL
S.tubPhurSF1_1 79 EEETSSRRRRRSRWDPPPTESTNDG--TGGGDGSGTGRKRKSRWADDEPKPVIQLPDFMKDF----TGGI------------------------EFDPEIQAL--NSRLL
S.tubPhurSF1_2 109 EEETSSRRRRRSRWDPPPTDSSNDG--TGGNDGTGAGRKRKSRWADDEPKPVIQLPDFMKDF----AGGI------------------------EFDPEVQAL--NSRLL

S.tubRIK 110 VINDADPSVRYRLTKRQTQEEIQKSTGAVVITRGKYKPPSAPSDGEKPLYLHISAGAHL--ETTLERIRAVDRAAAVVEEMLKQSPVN---------NGLKVNHLLSTCV
S.tubPhurRIK 110 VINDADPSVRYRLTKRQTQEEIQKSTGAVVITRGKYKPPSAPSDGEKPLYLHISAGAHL--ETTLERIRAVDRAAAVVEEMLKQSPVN---------NGLKVNHLLSTCV
S.lycRIK 110 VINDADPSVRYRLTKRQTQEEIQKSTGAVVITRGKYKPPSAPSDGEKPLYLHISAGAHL--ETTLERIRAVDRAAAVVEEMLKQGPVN---------NGLKVNHLLSTCV
S.penRIK 110 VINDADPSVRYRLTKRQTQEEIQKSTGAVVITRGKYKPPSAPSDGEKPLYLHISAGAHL--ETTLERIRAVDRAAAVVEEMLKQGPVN---------NGLKVNHLLSTCV
ArabRIK 93 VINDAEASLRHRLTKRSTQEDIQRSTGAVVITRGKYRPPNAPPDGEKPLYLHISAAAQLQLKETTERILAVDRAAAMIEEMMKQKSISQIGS-----VGLQTVKMLSTCV
Z.mayRIK 116 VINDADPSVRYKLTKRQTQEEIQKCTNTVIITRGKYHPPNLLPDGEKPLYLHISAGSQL--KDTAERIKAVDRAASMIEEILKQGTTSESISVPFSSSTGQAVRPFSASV
AT5G51300SF1 167 EI------------SRMLQS------GMP----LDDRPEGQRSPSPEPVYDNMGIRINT--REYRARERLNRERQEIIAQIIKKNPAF-------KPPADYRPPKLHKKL
S.tubPhurSF1_1 157 EI------------SRKLQS------GMP----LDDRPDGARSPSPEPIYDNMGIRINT--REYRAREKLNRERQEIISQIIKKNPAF-------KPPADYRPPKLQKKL
S.tubPhurSF1_2 187 EI------------SRKLQS------GMP----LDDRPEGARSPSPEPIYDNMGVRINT--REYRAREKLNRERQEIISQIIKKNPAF-------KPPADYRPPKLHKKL

S.tubRIK 209 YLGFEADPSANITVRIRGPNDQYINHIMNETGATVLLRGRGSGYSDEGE-------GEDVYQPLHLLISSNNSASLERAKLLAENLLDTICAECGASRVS----------
S.tubPhurRIK 209 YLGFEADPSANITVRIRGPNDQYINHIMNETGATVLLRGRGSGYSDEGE-------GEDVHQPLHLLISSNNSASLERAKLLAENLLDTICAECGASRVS----------
S.lycRIK 209 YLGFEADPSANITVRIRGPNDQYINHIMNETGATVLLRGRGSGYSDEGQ-------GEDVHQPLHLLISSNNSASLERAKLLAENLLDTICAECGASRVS----------
S.penRIK 209 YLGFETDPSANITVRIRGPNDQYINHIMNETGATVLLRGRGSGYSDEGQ-------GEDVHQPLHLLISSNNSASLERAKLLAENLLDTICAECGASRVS----------
ArabRIK 198 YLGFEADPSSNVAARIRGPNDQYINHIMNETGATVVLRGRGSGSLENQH-------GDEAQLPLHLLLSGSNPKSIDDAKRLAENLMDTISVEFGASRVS----------
Z.mayRIK 224 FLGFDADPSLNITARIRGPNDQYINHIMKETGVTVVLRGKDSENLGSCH-------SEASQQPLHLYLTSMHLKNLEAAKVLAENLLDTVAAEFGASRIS----------
AT5G51300SF1 246 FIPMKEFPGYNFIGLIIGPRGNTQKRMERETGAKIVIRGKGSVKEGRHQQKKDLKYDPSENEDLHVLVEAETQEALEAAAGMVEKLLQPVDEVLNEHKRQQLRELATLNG
S.tubPhurSF1_1 236 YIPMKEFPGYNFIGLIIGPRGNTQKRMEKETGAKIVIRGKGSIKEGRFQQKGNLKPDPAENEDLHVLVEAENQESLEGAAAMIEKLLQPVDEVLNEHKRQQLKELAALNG
S.tubPhurSF1_2 266 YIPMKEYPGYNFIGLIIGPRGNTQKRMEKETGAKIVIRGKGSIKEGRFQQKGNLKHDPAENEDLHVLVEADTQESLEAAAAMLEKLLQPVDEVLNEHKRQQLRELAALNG

S.tubRIK 302 --------------------------------SCKVYGAVPPPLQ--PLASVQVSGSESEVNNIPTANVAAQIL-SFSTAA-AVPMTAA----------AGVTGVVSQGT
S.tubPhurRIK 302 --------------------------------SCKVYGAVPPPLQ--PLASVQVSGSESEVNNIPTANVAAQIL-SFSTAA-AVPVTAA----------AGVTGVVSQGT
S.lycRIK 302 --------------------------------SCKVYGAVPPPLQ--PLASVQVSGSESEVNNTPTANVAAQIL-SSSTAA-AVPVTAA----------AGGTGVVSQGT
S.penRIK 302 --------------------------------SCKVYGAVPPPLQ--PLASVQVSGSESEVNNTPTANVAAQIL-SSSTAA-AVPVTAA----------AGGTGVASQGT
ArabRIK 291 --------------------------------SSKVYGAVPPPQQ--LISGAPGSDQE--NQNLI--------S-TYGLMT-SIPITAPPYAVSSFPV-TPATSLYPQFP
Z.mayRIK 317 --------------------------------SSKVYGAVPPPQQ--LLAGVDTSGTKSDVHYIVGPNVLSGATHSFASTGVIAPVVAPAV------------------T
AT5G51300SF1 356 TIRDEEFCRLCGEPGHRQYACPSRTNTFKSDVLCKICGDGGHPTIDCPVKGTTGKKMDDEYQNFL-----A-------ELGGTVPESSLKQS-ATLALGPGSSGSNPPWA
S.tubPhurSF1_1 346 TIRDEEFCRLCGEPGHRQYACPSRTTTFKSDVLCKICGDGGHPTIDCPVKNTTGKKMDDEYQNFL-----A-------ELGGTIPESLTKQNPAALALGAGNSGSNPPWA
S.tubPhurSF1_2 376 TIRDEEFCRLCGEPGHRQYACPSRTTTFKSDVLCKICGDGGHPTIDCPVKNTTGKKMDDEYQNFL-----A-------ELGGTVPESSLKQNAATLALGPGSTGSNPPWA

S.tubRIK 366 ---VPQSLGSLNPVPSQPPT-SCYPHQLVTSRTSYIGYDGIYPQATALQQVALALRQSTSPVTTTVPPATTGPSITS--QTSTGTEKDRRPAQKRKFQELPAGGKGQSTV
S.tubPhurRIK 366 ---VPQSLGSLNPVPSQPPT-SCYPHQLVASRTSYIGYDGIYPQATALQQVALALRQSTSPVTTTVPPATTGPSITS--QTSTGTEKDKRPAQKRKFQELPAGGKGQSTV
S.lycRIK 366 ---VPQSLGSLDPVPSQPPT-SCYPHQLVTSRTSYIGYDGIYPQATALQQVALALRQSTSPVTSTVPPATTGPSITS--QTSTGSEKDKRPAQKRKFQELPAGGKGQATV
S.penRIK 366 ---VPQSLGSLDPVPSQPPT-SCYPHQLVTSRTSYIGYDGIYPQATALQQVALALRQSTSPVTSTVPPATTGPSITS--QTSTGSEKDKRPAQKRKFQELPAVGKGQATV
ArabRIK 354 ---VMQSLGISNG----------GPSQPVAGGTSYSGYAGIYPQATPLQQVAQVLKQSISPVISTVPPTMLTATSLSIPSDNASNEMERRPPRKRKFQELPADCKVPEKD
Z.mayRIK 375 ---VQSGAPTYSGV-PLPSN-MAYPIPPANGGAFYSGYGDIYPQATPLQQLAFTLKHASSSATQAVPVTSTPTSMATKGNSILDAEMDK--RSRRKFQELPVS-KGPATE
AT5G51300SF1 453 NN---AGNGAS-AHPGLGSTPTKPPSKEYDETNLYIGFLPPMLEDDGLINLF-------SSFGEIV--------------------MAK--VIKDRVTGL---SKGYGFV
S.tubPhurSF1_1 444 SNNNTGGAGAS-SHPGLGSSILKP--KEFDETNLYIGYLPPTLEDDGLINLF-------SHIGTIV--------------------MAK--VIKDRLSGL---SKGYGFV
S.tubPhurSF1_2 474 SSNNTSGGGTT-SHPGLGSNIMKP--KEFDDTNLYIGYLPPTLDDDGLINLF-------SPFGTIV--------------------MAK--VIKDRLSGL---SKGYGFV

S.tubRIK 470 NQNPLQGTEL---LMLQERMSD---------KGDRDKIG--TPAP-------------------------------RKLV----------------------QPLSSSML
S.tubPhurRIK 470 NQNPLQGTEL---LMLQERMSD---------KGDRDKIG--TPAP-------------------------------RKLV----------------------QPLSSSML
S.lycRIK 470 NQNPLQATEL---LMLQERISE---------KGDTDKIG--IPTP-------------------------------RKLV----------------------QPLSSSML
S.penRIK 470 NQNPLQAMEL---LMLQERISE---------KGDTDKIG--IPTH-------------------------------RKLV----------------------QPLSSSML
ArabRIK 451 K----QQSEL---AMTGDVTPSANR-VRSP-PSPRSVMP--PPPP-------------------------------KTIAPP--------------PSKTMSPPSSKSML
Z.mayRIK 477 SQNSQQGSKF---VKTGLDSSGNIG-SSSI-APPK-KV---HPGS-------------------------------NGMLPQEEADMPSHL----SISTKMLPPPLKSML
AT5G51300SF1 527 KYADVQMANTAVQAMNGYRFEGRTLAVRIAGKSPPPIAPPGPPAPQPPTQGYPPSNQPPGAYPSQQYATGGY----------STAPVPWGPPVPS-YSPYALPPPPPGSY
S.tubPhurSF1_1 519 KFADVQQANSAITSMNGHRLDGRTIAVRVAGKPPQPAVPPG-PAPAMP--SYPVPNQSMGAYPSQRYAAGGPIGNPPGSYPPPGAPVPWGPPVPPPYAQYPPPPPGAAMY
S.tubPhurSF1_2 549 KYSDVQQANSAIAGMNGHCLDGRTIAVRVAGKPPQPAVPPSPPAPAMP--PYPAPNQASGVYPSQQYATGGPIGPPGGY---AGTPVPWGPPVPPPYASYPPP--GSIMY

S.tubRIK 513 PPPPPRMM-------PPPPPPPKFQSSS--Q-----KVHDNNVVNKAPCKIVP----------DTLVQLMEYGDDDD-DDNDEAIDG-----------------------
S.tubPhurRIK 513 PPPPPRMM-------PPLPPPPKFQSSS--Q-----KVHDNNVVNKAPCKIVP----------DTLVQLMEYGDDDD-DDNDEAIDG-----------------------
S.lycRIK 513 PPPPPRMM-------PPPPPPPKFQSSS--Q-----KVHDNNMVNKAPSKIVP----------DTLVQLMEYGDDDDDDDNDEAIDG-----------------------
S.penRIK 513 PPPPPRMM-------PPPPPPPKFQSSS--Q-----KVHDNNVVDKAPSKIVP----------DTLVQLMEYGDDDD-DDNDEAIDG-----------------------
ArabRIK 505 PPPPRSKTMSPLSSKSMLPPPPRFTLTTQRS-----RLQDNHISV-KKPNPVP----------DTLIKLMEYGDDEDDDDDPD---E-----------------------
Z.mayRIK 543 PLPPRSMP--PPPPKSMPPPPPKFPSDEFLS-----RNENKFFPLKEPT-APP----------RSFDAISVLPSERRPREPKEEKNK-----------------------
AT5G51300SF1 626 -HPVHGQHMPPYGMQ-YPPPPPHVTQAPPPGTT-------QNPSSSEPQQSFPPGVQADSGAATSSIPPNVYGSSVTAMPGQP------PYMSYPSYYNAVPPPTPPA--
S.tubPhurSF1_1 626 P-PVAGQPIPPYGMQ-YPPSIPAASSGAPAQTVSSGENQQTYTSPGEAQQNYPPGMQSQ----------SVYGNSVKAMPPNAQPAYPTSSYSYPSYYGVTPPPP-PPSA
S.tubPhurSF1_2 652 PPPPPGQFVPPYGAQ-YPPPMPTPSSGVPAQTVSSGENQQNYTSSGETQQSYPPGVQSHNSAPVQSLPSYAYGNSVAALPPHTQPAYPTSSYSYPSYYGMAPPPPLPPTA

S.tubRIK 575 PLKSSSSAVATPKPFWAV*---------------------------------------------------------------------
S.tubPhurRIK 575 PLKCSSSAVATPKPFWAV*---------------------------------------------------------------------
S.lycRIK 576 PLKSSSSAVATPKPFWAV----------------------------------------------------------------------
S.penRIK 575 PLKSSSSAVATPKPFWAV----------------------------------------------------------------------
ArabRIK 573 PLTTRS----------------------------------------------------------------------------------
Z.mayRIK 612 RHTCV-----------------------------------------------------------------------------------
AT5G51300SF1 719 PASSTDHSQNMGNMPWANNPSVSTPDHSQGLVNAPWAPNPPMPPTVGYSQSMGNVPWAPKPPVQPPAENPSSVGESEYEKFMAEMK--
S.tubPhurSF1_1 723 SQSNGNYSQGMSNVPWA--------------------PNPPTHA------------------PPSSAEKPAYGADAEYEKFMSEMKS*
S.tubPhurSF1_2 761 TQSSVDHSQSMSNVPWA--------------------SNPPEPAP------------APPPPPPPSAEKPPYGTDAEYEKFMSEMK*-

**Proline-rich region (498-527 aa)**

**SF1-like KH (127-203 aa)**

**SF1-like KH (216-291 aa)**

**IIGxxGxxI**

# Supplementary material for: Silencing of StRIK in potato suggests a role in periderm related to RNA processing and stress
**Source:** BMC Plant Biol. 2021 Sep 7;21:409. doi: 10.1186/s12870-021-03141-z
**Supplement:** Supplementary file 3 — Additional file 3: Fig. S3 Genomic StRIK sequence. Nucleotide sequence used for StRIK silencing is shown in red characters. The 12 exons of StRIK gene are shadowed in grey. The start initiation and the STOP codons are highlighted in green.

**ATG**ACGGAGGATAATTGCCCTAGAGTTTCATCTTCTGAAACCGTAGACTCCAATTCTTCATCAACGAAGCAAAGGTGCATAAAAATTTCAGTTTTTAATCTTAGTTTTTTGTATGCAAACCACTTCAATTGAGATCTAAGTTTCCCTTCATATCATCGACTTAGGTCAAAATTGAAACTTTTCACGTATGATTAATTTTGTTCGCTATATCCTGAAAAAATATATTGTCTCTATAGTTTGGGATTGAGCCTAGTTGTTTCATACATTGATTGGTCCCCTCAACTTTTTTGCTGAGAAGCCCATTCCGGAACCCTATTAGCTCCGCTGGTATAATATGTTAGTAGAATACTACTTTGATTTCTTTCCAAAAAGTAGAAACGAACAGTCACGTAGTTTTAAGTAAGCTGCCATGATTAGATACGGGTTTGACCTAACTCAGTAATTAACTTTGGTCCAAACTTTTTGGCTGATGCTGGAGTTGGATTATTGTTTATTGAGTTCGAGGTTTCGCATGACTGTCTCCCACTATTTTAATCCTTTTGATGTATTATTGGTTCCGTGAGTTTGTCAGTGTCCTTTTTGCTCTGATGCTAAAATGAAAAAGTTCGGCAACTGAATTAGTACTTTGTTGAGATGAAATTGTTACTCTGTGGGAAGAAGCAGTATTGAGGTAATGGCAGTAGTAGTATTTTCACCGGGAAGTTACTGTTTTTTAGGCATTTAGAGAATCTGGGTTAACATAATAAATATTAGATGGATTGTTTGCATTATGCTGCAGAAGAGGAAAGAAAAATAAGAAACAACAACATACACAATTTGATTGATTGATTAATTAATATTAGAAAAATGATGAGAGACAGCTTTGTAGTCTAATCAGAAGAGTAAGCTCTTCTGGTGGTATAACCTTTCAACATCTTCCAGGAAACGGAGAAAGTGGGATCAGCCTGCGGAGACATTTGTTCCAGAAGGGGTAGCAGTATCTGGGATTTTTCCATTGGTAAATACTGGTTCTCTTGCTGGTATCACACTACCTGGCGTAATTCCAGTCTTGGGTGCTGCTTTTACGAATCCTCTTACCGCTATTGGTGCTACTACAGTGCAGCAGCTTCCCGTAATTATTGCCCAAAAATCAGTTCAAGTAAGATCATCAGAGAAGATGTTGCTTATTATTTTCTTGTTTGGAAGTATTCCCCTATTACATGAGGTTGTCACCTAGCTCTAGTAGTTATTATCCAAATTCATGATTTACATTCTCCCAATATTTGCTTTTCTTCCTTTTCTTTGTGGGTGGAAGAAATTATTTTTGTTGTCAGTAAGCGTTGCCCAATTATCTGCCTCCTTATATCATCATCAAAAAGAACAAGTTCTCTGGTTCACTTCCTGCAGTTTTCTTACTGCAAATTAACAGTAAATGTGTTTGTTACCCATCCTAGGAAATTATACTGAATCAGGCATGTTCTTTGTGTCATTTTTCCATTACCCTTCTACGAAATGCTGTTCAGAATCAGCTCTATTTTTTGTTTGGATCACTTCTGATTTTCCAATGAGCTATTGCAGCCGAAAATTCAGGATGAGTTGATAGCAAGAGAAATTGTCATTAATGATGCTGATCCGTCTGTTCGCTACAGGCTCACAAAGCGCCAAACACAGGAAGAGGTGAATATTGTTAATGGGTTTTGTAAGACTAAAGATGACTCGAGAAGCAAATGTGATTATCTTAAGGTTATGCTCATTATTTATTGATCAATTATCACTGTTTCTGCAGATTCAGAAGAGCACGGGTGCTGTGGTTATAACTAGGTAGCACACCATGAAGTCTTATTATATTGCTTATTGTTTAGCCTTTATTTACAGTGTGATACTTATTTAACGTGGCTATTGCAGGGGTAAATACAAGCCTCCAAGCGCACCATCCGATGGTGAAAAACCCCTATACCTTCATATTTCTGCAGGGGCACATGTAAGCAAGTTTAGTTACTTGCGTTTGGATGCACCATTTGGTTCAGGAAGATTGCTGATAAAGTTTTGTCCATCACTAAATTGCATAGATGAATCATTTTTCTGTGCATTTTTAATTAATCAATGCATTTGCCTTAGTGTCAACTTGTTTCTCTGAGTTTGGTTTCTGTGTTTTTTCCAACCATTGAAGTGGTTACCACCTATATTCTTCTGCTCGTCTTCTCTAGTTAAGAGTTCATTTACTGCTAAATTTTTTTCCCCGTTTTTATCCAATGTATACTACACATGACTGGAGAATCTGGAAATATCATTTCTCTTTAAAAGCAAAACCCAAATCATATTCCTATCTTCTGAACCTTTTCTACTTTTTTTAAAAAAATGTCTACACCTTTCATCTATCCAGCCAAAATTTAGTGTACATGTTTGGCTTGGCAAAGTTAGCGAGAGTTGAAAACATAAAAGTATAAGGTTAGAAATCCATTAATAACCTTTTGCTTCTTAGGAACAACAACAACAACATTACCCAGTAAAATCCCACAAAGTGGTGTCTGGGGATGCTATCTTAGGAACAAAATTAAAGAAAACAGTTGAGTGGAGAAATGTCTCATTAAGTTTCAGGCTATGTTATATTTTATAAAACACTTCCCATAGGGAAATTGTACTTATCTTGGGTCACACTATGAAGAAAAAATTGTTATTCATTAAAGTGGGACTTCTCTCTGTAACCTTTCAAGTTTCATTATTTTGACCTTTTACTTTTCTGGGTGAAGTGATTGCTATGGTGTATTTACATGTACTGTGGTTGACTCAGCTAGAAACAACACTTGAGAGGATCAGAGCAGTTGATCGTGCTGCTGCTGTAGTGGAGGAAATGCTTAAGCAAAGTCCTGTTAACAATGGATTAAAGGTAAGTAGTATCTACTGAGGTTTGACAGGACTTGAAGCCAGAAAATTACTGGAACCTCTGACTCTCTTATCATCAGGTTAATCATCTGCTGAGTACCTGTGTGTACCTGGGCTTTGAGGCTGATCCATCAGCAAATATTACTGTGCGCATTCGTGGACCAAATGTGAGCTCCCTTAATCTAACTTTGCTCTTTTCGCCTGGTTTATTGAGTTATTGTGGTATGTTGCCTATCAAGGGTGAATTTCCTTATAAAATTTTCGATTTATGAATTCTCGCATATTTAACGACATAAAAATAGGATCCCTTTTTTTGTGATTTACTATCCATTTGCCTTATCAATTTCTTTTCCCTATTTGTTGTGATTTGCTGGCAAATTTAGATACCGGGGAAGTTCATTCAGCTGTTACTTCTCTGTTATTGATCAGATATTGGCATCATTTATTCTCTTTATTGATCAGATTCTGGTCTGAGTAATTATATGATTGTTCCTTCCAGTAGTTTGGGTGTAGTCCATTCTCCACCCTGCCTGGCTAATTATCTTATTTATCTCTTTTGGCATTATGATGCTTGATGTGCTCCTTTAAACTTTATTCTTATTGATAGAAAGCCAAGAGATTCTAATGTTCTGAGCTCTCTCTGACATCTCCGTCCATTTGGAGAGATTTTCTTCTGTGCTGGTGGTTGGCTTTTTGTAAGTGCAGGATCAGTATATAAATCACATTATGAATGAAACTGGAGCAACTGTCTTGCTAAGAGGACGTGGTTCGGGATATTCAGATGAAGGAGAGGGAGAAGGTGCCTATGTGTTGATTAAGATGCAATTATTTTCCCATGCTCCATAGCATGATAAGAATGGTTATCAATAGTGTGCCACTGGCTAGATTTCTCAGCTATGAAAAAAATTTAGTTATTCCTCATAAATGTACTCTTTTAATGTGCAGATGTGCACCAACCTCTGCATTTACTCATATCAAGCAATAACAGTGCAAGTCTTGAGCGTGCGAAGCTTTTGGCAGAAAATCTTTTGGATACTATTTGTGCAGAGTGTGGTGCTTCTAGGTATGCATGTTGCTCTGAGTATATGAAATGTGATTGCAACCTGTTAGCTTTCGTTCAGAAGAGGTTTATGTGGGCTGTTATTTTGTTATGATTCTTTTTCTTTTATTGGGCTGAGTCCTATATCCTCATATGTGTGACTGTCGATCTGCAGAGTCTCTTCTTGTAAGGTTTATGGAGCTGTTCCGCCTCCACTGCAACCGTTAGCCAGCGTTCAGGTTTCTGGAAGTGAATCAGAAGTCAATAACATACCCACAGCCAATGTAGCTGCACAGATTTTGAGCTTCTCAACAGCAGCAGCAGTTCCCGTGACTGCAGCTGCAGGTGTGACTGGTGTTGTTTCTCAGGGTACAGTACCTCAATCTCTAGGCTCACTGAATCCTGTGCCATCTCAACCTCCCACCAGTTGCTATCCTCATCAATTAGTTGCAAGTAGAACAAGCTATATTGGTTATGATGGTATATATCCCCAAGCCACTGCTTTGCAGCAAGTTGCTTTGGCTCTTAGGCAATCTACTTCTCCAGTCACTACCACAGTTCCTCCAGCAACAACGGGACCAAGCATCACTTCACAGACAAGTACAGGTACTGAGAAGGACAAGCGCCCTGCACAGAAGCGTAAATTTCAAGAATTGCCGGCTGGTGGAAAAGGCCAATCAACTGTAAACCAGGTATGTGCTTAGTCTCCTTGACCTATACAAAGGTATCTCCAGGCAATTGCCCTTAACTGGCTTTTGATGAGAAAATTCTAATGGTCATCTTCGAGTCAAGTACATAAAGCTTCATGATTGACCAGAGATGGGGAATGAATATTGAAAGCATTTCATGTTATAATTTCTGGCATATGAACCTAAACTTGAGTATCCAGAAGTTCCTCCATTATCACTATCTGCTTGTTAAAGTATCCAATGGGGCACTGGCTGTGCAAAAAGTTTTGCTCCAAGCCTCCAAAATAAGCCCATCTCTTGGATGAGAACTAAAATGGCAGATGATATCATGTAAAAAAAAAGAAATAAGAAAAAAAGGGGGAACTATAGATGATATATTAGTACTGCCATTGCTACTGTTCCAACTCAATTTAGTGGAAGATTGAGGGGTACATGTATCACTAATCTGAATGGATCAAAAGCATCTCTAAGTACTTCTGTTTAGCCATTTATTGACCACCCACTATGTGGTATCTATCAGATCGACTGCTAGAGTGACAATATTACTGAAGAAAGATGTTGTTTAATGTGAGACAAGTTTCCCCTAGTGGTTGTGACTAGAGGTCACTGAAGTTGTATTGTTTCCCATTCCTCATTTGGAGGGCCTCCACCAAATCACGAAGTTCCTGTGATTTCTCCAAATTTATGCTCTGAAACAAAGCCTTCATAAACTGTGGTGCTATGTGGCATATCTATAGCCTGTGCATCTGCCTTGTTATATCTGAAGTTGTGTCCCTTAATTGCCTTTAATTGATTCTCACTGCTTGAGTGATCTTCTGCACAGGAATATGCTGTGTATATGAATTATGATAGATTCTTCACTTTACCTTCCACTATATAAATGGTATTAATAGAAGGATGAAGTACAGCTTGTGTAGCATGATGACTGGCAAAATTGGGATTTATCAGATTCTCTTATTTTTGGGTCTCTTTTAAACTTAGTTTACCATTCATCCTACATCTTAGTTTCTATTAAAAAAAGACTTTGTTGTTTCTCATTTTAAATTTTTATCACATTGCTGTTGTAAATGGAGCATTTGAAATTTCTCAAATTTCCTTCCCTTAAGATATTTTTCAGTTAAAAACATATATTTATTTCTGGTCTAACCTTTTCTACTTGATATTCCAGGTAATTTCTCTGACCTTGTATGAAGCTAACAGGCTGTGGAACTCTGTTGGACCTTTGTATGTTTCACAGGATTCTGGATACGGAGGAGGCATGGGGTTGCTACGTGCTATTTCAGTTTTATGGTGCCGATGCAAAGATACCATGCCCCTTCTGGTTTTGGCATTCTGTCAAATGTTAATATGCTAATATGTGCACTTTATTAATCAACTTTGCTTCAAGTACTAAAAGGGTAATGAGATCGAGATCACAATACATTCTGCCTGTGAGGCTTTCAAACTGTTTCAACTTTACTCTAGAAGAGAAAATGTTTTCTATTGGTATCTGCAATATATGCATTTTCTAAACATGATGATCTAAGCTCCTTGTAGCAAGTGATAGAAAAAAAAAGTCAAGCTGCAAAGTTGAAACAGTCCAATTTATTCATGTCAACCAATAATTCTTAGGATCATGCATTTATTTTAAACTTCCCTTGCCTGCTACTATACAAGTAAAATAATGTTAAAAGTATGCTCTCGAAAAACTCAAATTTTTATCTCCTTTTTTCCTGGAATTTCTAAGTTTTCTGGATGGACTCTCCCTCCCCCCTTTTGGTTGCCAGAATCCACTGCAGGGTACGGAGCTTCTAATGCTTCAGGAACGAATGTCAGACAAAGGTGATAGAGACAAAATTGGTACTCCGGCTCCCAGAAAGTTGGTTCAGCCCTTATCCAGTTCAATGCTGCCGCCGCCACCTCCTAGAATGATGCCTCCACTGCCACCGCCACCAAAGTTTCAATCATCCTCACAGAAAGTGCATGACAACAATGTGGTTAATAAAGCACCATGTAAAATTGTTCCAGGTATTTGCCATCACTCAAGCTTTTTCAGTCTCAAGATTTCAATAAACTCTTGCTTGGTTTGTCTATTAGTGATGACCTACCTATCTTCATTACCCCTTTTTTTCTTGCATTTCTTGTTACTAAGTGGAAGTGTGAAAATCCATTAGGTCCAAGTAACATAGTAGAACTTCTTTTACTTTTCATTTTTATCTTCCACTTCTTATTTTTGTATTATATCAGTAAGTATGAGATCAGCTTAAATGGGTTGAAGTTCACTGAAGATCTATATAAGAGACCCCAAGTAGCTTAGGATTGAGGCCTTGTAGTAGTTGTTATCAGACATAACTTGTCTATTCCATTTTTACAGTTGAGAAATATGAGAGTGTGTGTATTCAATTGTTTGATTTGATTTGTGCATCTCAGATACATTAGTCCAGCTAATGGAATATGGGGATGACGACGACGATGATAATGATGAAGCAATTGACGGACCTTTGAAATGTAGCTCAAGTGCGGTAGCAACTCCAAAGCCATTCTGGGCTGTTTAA

# Supplementary material for: Silencing of StRIK in potato suggests a role in periderm related to RNA processing and stress
**Source:** BMC Plant Biol. 2021 Sep 7;21:409. doi: 10.1186/s12870-021-03141-z
**Supplement:** Supplementary file 6 — Additional file 6: Table S1 BLASTN results against potato transcript database with the StRIK-RNAi construct as a query.

| **Table S1.**  BLASTN results against potato transcript database with the *StRIK*-RNAi construct as a query. | | | | | |
| --- | --- | --- | --- | --- | --- |
| Accession | Description | Length (bp) | E value | Coverage (%) | Identity (%) |
| PGSC0003DMT400064729 | Protein RIK | 246 | 1E-137 | 100.00 | 100.00 |
| PGSC0003DMT400064730 | Protein RIK | 246 | 1E-137 | 100.00 | 100.00 |
| PGSC0003DMT400064731 | Protein RIK | 227 | 1E-126 | 92.28 | 100.00 |
| PGSC0003DMT400055483 | Conserved gene of unknown function | 18 | 0.23 | 7.32 | 100.00 |
| PGSC0003DMT400014640 | EMB1865 | 18 | 0.23 | 8.94 | 95.45 |
| PGSC0003DMT400014644 | EMB1865 | 18 | 0.23 | 8.94 | 95.45 |
| PGSC0003DMT400014643 | EMB1865 | 18 | 0.23 | 8.94 | 95.45 |
| PGSC0003DMT400030423 | Extensin | 17 | 0.92 | 6.91 | 100.00 |
| PGSC0003DMT400042918 | ATP binding protein | 17 | 0.92 | 6.91 | 100.00 |
| PGSC0003DMT400073845 | Dnajc14 protein | 17 | 0.92 | 6.91 | 100.00 |

How the deposited data were processed for this re-analysis (not part of the article)

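Periderm RNA of potato tubers (cultivar Désirée) was sequenced in 12 libraries, 3 biological replicates each of the Wild type and of the StRIK-RNAi lines 9, 12 and 47. Samples were assigned to genotype, line and replicate from the sample labels, which the sample columns of Table S2 match. The paper's comparison used the 3 Wild type libraries and 6 RNAi libraries (line 9 replicate 1, line 12 replicates 2 and 3 and line 47 replicates 1, 2 and 3), and Table S2 names them. RNAi and Wild type were compared with these libraries and again with all 9 RNAi libraries, and the comparisons by line were made on all 12 libraries.

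The authors mapped Illumina HiSeq reads with Bowtie 2 to the transcriptome of S. tuberosum Group Phureja and deposited the effective counts of eXpress, which are estimated counts per transcript and are not normalized between libraries. The 12 libraries hold values for the same 54416 transcripts. Total effective counts per library were between 18650236 and 21585122. All computation started from these values. In a library of this depth a transcript with 0 counts can have had up to 3, and groups at or under 3 normalized counts in every library were treated as a floor. Each Wild type pair was compared before averaging. Their correlations on the log2 scale were 0.9833 (replicates 1 and 2), 0.9578 (1 and 3) and 0.9505 (2 and 3), and no 2 libraries held the same values. Wild type replicate 3 correlated more closely with some RNAi libraries, up to 0.9742 with line 12 replicate 1. Line 9 replicate 1 correlated more closely with Wild type replicate 3 (0.9689) than with line 9 replicates 2 and 3 (0.9574 and 0.9545).

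Effective counts were rounded to whole numbers. Transcripts with at least 10 counts over the libraries of a comparison were tested with edgeR 4.0.16 (TMM library sizes, glmQLFit and glmQLFTest, Benjamini-Hochberg adjustment, threshold 0.05) in R 4.3.3. The comparisons were RNAi against Wild type over the paper's libraries and over all 9, each line against the Wild type, a joint test of differences among the 3 lines, and the libraries that the paper did not use against the Wild type. The last was added after the data were examined. Values per library were scaled to the mean TMM library size. Single values, StRIK abundance among them, were compared by two-sided exact permutation tests in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. These tests and the fits of RNAi against Wild type counted the libraries of a line as independent. Correlations with StRIK within the RNAi lines were Spearman's and Pearson's on log2 CPM with a pseudocount of 0.5 and exact permutation p.

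The edgeR fits were tested on simulated counts with 200 transcripts changed. Counts were drawn independently for each library from the means and library sizes of these libraries and the dispersions that edgeR estimated. The changed transcripts were drawn only from those with higher mean counts, so the shares recovered do not apply to transcripts near the floor. Of the 200, 74% were recovered with 3 against 6 libraries among 37159 tested (32.8% at a log2FC of 1, 89.6% at 2 and 100% at 3), with 6 false calls among 154, and 0 transcripts were called when nothing had been changed. DESeq2 recovered 84.5% with 49 false calls among 218, and limma-voom recovered 73.5% with 2 false calls among 149. With 3 against 9 libraries edgeR recovered 77.5%, with 3 against 3 it recovered 66.5%, and in the test among lines 67.5%.

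The samples of each comparison, its test, the alternatives and the rule for naming transcripts were chosen before the data were examined, apart from the comparison named above. By that rule, the text names transcripts that the paper names or lists, and would have named transcripts outside Table S2 with the largest changes among those called over the paper's libraries, but all called transcripts were in Table S2. The alternatives were DESeq2 1.42.0, limma-voom (limma 3.58.1), RLE size factors of edgeR, no minimum count, filterByExpr, the replicate number as a block, the lane tag as a covariate, removal of 9 rRNA-like transcripts, both lane tag 6 libraries of line 47 left out, the unused libraries kept as a further group, and each library left out in turn. The rRNA-like transcripts and 2 chloroplast transcripts were listed from the annotations and counts of Table S2, so they were picked on these libraries.

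Names and categories of transcripts were taken from Table S2. RT-qPCR, flowering, microscopy and the Arabidopsis co-expression network were not analysed here, nor were the suberin genes, because no table used here pairs them with these transcript identifiers.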

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

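The comparison of the 3 unused libraries, the tests of the lane tag and the comparison of changes with the level of StRIK were chosen only after the results they bear on had been seen.

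Dixon's test for a library far from the others was applied to 96 groups of libraries over 50 measures, and 8 passed its 95% critical value, where 4.8 are given by chance. Total effective counts were 21585122 in line 47 replicate 3 and between 18947964 and 19612135 in the paper's other 5 RNAi libraries, a difference that the scaling of libraries takes up. The RNase H transcript PGSC0003DMT400063698 had 32.9 normalized effective counts in line 47 replicate 1, against 6.86 to 17.7 in the other 8 RNAi libraries. PGSC0003DMT400049546, the wound responsive protein, had 954 in line 47 replicate 3 against 1092 to 1163 in the paper's other RNAi libraries, and the metallothionein PGSC0003DMT400077957 had 87630 in line 9 replicate 1 against 53735 to 61744. The RNA-binding protein PGSC0003DMT400006660 had 97 in line 9 replicate 2 against 131 to 158. TNP2 (PGSC0003DMT400046437) had 6.03 in line 12 replicate 2 against 0 to 1.58, near the floor, and the transposase PGSC0003DMT400003803 had 131 in line 9 replicate 1 against 81 to 94.7. The transducin transcript PGSC0003DMT400054499 had 381 in line 9 replicate 3 against 187 to 283. The libraries concerned come from all 3 lines and the number is close to what chance gives. No biological explanation was tested.

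The joint test of differences among the 3 lines called 16 transcripts by edgeR with Benjamini-Hochberg adjustment, 4331 having an unadjusted p under 0.05. None of the 16 is in Table S2. In 15 of them a line lay apart from the Wild type and from both other lines in all its libraries. Counting a single line per transcript, this was line 9 in 6 transcripts (3 higher, 3 lower than the Wild type), line 12 in 5 (all higher) and line 47 in 4 (all higher). In some of them a further line lay apart as well. Line 12 was below all other libraries in PGSC0003DMT400088289 (8.05, 6.82 and 4.76), and line 47 was in PGSC0003DMT400071057 (29, 30 and 22). PGSC0003DMT400056809 had 3.73, 4.67 and 8.51 normalized effective counts in line 9 against a mean of 130 ± 12.1 (SD, n = 3) in the Wild type, PGSC0003DMT400024248 had 167, 131 and 121 in line 47 against 6.26 to 7.65, and PGSC0003DMT400032741 had 192, 177 and 152 in line 12 against 16.2 to 25.8. These 3 were chosen after their values were seen, and no table used here names them. The count was 47 without line 47 replicate 1, 29 without line 9 replicate 2, 25 without Wild type replicate 3 and 10 without line 12 replicate 2. Among 100 drawn regroupings of the 9 RNAi libraries, the real one included, 1 gave as many transcripts, the highest of the others gave 4 and 88 gave 0, which argues against a grouping by chance. It also argues against the lane tag as the cause that in 16 of the 16 transcripts the libraries of tag 7 alone already lay apart between lines. What stays open, all untested, is the insertion site of the construct, variation that arose during the regeneration of each line, and differences between the plants or tubers sampled for each line.

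The 3 RNAi libraries that the paper did not use (line 9 replicates 2 and 3 and line 12 replicate 1) differed from the Wild type in 18 transcripts by edgeR with Benjamini-Hochberg adjustment (14 higher, 4 lower, 5626 with an unadjusted p under 0.05). Of these, 8 are in Table S2 and 7 were also called over the paper's 6 libraries. The count was 1169 without Wild type replicate 3 and 32 without line 9 replicate 1, and it was 5 without Wild type replicate 1, Wild type replicate 2 or line 9 replicate 2. With 3 libraries on each side, 2 of the 10 splits gave as many transcripts. The other was Wild type replicates 1 and 2 with line 9 replicate 3 against the rest, with 888, and no share under 0.05 can be reached with 10 splits. So a grouping by chance cannot be told apart from a difference between these libraries by this count. The size of the changes says more. For the 15 called transcripts other than StRIK, the unused libraries stood at a median position of 0.91 (lowest 0.73, highest 1.06) on a scale from the Wild type (0) to the paper's 6 libraries (1). StRIK itself stood at 0.49, and the medians per library were 0.97, 0.88 and 1.01 against 0.23, 0.48 and 0.74 for StRIK. With each library left out the median stayed between 0.89 and 0.97. The Wild type libraries shared by both comparisons do not account for this, since simulated libraries without a change reached a median of at most 0.11 in 1000 simulations. The transducin transcripts stood lowest, at 0.73 to 0.75, and rose with StRIK within the 9 RNAi libraries (Pearson's r 0.516 to 0.712, none past adjustment). For them a change in proportion to StRIK stays open. The position of StRIK depends on the isoform. PGSC0003DMT400064730 alone stood at 74.8%, 59.7% and 58.6% of the Wild type in the unused libraries, against 49.3% over the paper's 6. For the other called transcripts, at 0.81 or higher, which stand for fewer genes, the values argue against a change in proportion to the level of StRIK. The same cannot be said of Table S2 as a whole. The 47 transcripts that were not called but had all of the paper's 6 libraries beyond the Wild type had a median position of 0.85 (lowest 0.11, highest 1.65), and 13 of them stood at or below the position of StRIK, so for these a change in proportion to StRIK stays open. The lane tag, which is 7 in all 3 unused libraries, is argued against below for 8 of the 15. In the other 7, line 47 replicates 2 and 3, which carry the tag of the Wild type, stood at a median position of 1.15 (lowest 1.07, highest 1.24) between the Wild type (0) and the 7 RNAi libraries of tag 7 (1). These 7 were called with both libraries in the comparison, so each was held to the highest position that any single transcript reached in simulations without a change in them, 0.55, and all 7 lay above it. The tag as the whole cause is argued against for these as well. As hypotheses, the changes of the called transcripts other than transducin may already be complete at the weaker silencing, or may be shared by plants that went through transformation for reasons other than StRIK. Neither was tested.

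Outside Table S2, line 9 differed from the Wild type in 16 transcripts, line 12 in 9 and line 47 in 8 by edgeR with Benjamini-Hochberg adjustment. Together these are 29 transcripts, and 14 of them are among the 16 that differed among the lines. For each line 1 of the 10 splits of its 6 libraries gave as many transcripts, the real one, which is the smallest share that 3 against 3 can give. Whether the lane tag separates RNAi from Wild type libraries was tested with the 7 RNAi libraries of tag 7, which differed from the Wild type in 18 transcripts. Line 47 replicates 2 and 3, which carry the tag of the Wild type and were not in that comparison, were placed between the Wild type (0) and the 7 libraries (1). For the 11 of these transcripts in Table S2 their median position was 0.97 (lowest 0.66, highest 1.14), where simulations without a change reached at most 0.19, so the tag does not explain them. For the 7 outside Table S2 the median was 0.07 (lowest −0.23, highest 0.58), and 6 of the 7 lay under the 0.33 that such simulations reached. These 6 stood at −0.23 to 0.26, which argues against a change of equal size in all RNAi libraries for them. An effect of the lane tag stays open for these 6. PGSC0003DMT400071348 stood at 0.58, between no change and the full change, so for it neither the tag nor the genotype is decided. Table S2 was drawn up with these 2 libraries in it, which limits the contrast between both sets. A difference between lines that line 47 does not share is open as well, and was not tested for any of the 7.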

How the results depend on the processing

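The counts over other splits of the libraries and the fits named here were set beforehand, and only the comparison of the unused libraries with its alternatives was chosen after its result was seen.

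Over the paper's libraries 16 transcripts differed by edgeR with Benjamini-Hochberg adjustment. The count was 16 with RLE size factors, with no minimum count and with the 9 rRNA-like transcripts removed, and 14 with filterByExpr and with the unused libraries kept as a further group. The fit with the lane tag as a covariate, whose RNAi effect rests on the lane tag 6 libraries of line 47, called 33 (31 higher, 2 lower, 8 shared). DESeq2 called 85 (50 higher, 35 lower), all 16 among them, and limma-voom 10. It was 0 without both lane tag 6 libraries of line 47, with 1993 transcripts at an unadjusted p under 0.05, and from 6 (without Wild type replicate 1 or 2, line 12 replicate 3 or line 47 replicate 1) to 47 (without line 9 replicate 1) across the fits that each left out one library. Of the transcripts of Table S2, 16 were called, 44 with DESeq2, 10 with limma-voom, 0 without both of those libraries and from 6 to 21 (21 without line 9 replicate 1) with a library left out. Adjusted over the list alone, the list having been chosen on these samples, 89 were called, and from 69 to 89 with a library left out. In counts simulated with the dispersions that edgeR estimated, 22.5% of the calls of DESeq2 and 3.9% of those of edgeR were false. Without a change edgeR called 0 transcripts in such counts, while other splits of the real libraries gave up to 76. The simulation lacks that structure, so its false shares need not hold for these libraries. The cause of the changes in count between alternatives was not tested.

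Over all 9 RNAi libraries 15 transcripts differed (10 higher, 5 lower). DESeq2 called 107 (61 higher, 46 lower) and the lane tag as a covariate 37 (35 higher, 2 lower), and leaving out a library gave from 7 (without Wild type replicate 1) to 31 (without line 9 replicate 1). The 5 other alternatives and the fit without both libraries of line 47 gave between 15 and 18. Of Table S2, 15 were called, 36 with DESeq2, and from 7 to 16 with a library left out. Adjusted over the list alone 81 were called, 53 with filterByExpr, which tested 74 of the list, and from 61 to 87 with a library left out. The cause was not tested.

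For each line against the Wild type, the counts were 29 for line 9, 21 for line 12 and 29 for line 47. DESeq2 gave 261, 400 and 205, and the lane tag as a covariate gave 18, 7 and 54. Leaving out a library gave from 17 to 66 for line 9 (66 without Wild type replicate 3), from 6 to 203 for line 12 (203 without Wild type replicate 3, 61 without line 9 replicate 1) and from 12 to 54 for line 47 (54 without line 47 replicate 1). The 16 transcripts that differed among the lines were 10 with the lane tag as a covariate, 3 without both lane tag 6 libraries of line 47 and from 10 to 47 with a library left out (47 without line 47 replicate 1, 29 without line 9 replicate 2). For the unused libraries, 18 transcripts differed, 799 with DESeq2 (350 higher, 449 lower) and from 5 to 1169 with a library left out (1169 without Wild type replicate 3, 32 without line 9 replicate 1). Without both of its tag 6 libraries, line 47 was left with 1 library, and 0 transcripts were called against the Wild type, with 1399 at an unadjusted p under 0.05. The cause of these changes was not tested. DESeq2 and limma-voom were not run for the test among the lines.

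The replicate number was fitted as a block because the Wild type and each line have replicates 1, 2 and 3. The numbers do not pair the libraries, as the correlation of deviations over 18 pairs with the same number was between −0.505 and 0.504 (median −0.168), over 0.1 in 5. The block gave 9 transcripts over the paper's libraries (6 higher, 3 lower), 9 in Table S2, and 7 over all 9 libraries, 7 in Table S2. It gave 16, 11 and 20 for lines 9, 12 and 47, 11 among the lines and 5 for the unused libraries.

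Of the 84 splits of the paper's 9 libraries into 3 and 6, 4 gave at least 16 transcripts, the real one included. The others were Wild type replicates 1 and 2 with line 9 replicate 1 (70 transcripts), Wild type replicate 3 with line 9 replicate 1 and line 47 replicate 2 (76), and line 9 replicate 1 with line 47 replicates 2 and 3 (17). The first is the real grouping with Wild type replicate 3 and line 9 replicate 1 exchanged, and 77 other splits gave 0. Of 100 drawn splits of all 12 libraries into 3 and 9, 4 gave at least 15, and 91 gave 0. The others were line 9 replicates 1 and 2 with line 12 replicate 1 (18), line 9 replicate 3 with line 47 replicates 2 and 3 (22), and Wild type replicate 3 with line 9 replicates 1 and 2 (15). Both shares are close to the limit of 5 in 100 that was set beforehand, so these counts argue against a grouping by chance only narrowly. Several of these splits with more transcripts than the real one set line 9 replicate 1 apart, and the cause was not tested.

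StRIK stood at 50.9% of the Wild type over the paper's RNAi libraries and 58.1% over all 9. Unscaled library totals gave 50.3% and 58%, isoform PGSC0003DMT400064730 alone gave 49.3% and 54.3%, and leaving out a library gave from 49.4% to 52.8% and from 54.7% to 60.2%. Without a Wild type library the exact permutation p over the paper's libraries was 0.0714 (52%, 50.5% and 50.3% without replicates 1, 2 and 3), the smallest that 6 against 2 allow, so these 3 fits say nothing about stability. No correlation of a Table S2 transcript with StRIK within the RNAi lines had an adjusted p under 0.05, with or without both tag 6 libraries of line 47 (2 and 12 at an unadjusted p under 0.05). The share of rRNA-like transcripts was 27.8 times the Wild type mean in line 47 replicate 2 and 20.8 times in replicate 3, and 28.7 and 19.4 times on TMM library sizes. Of the 7 off-target transcripts of Table S1, 6 had enough counts to be tested over the paper's libraries. None of those tested was called in the fit as reported or under any alternative, and 0 had an unadjusted p under 0.05.

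For the 35 named transcripts with a fitted change there were 661 values under alternatives. Of these, 516 kept the direction and side of the threshold, 115 in 15 transcripts lost the call, 22 in 15 transcripts gained it, and 8 in 2 transcripts reversed. The dehydrin PGSC0003DMT400025812 had a log2FC of 0.01 that was −0.02 with the replicate block, −0.06 with the lane tag as a covariate, −0.04 with limma-voom, −0.01 without Wild type replicate 2, −0.09 and −0.06 without line 12 replicates 2 and 3, and −0.02 without line 47 replicate 3. Its highest value was 0.12, without line 9 replicate 1. The metallothionein PGSC0003DMT400077957 went from −0.05 to 0.09 without Wild type replicate 3, and was lowest at −0.17 without Wild type replicate 2. Both differences are smaller than the spread between libraries. No alternative moved the median log2FC of all transcripts by more than 0.025 over the paper's libraries or 0.036 over all 9. The depth limits the 39 transcripts of Table S2 with a group at or under 3 counts, for which only a lower bound of the change can be given.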

Differences from the paper's values

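The paper reports 101 differentially expressed genes, 66 higher and 35 lower in StRIK-RNAi periderm. Over the same libraries 16 transcripts passed the threshold in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 9 higher and 7 lower. The paper's methods name baySeq, which was not run here. Of the alternatives set before the data were examined, DESeq2 came within 1.5 times of all 3 of the paper's counts, with 85 transcripts, 50 higher and 35 lower. Without line 9 replicate 1 the number of lower transcripts was 25, within 1.5 times of the paper's 35, but those of all transcripts (47) and of higher ones (22) were not. Over the paper's libraries alone, no other alternative came within 1.5 times of any of the 3 counts. With the unused libraries kept as a further group, DESeq2 called 70 transcripts (40 higher, 30 lower). With that group, edgeR without line 9 replicate 1 called 42 (18 higher, 24 lower). Of these, the 70 in all and the 30 and 24 lower transcripts were within 1.5 times of the paper's counts. Adjusted over the list alone, 89 of the 99 tested transcripts of Table S2 passed, a list chosen on these samples.

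Of the transcripts of Table S2 that were not called, DESeq2 called 28. With DESeq2 and Benjamini-Hochberg adjustment these include the K+ channel PGSC0003DMT400024872 (0.0377), the RNase H transcripts PGSC0003DMT400063698 (0.000901) and PGSC0003DMT400016670 (4.69e-06), the 11S globulin PGSC0003DMT400026705 (0.000454), the wound responsive protein PGSC0003DMT400049546 (7.4e-05), the heat shock binding protein PGSC0003DMT400081406 (0.00212), PGSC0003DMT400032938 (7.49e-05), PGSC0003DMT400026261 (2.92e-09), PGSC0003DMT400026262 (1.1e-11), PGSC0003DMT400006660 (0.00539), TNP2 PGSC0003DMT400046437 (0.0207) and the StRIK isoforms PGSC0003DMT400064729 (6.24e-05) and PGSC0003DMT400064730 (1.23e-05). The fit with the lane tag as a covariate, whose RNAi effect rests on line 47 replicates 2 and 3, called the 4 homing endonucleases. Over all 9 RNAi libraries, PGSC0003DMT400016670 and PGSC0003DMT400026261 were called by edgeR with Benjamini-Hochberg adjustment (0.0478 and 0.0401). PGSC0003DMT400049546 and PGSC0003DMT400032938 were called without Wild type replicate 3, PGSC0003DMT400026261, PGSC0003DMT400026262 and PGSC0003DMT400064730 without line 9 replicate 1, and the last 2 also with the unused libraries kept as a further group. Against the Wild type alone, line 9 and line 47 called PGSC0003DMT400026705 (0.025 and 0.0245), and lines 12 and 47 called PGSC0003DMT400026261 (0.00938 and 0.0245) and PGSC0003DMT400026262 (0.0137 and 0.0245), by edgeR with Benjamini-Hochberg adjustment.

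The paper states that the dehydrin PGSC0003DMT400025812 rose and that the metallothionein PGSC0003DMT400077957 fell in StRIK-RNAi periderm. Table S2 gives log2FC values of 0.0209 and −0.0493 for them, close to the 0.01 and −0.05 found here, so the call differs and not the value (exact permutation p of 0.929 and 0.81). It counts the 4 rRNA intron-encoded homing endonucleases as higher. Their counts were by far the highest in line 47 replicates 2 and 3, line 9 replicate 1 lay above the Wild type by less (143 against at most 68.9 for PGSC0003DMT400071451), and the other 3 RNAi libraries of the paper did not exceed the Wild type. It states that CYP87A2 and CASPL4D2 were lower, where Wild type means of 2.49 and 4.05 normalized effective counts stood against 0 and the groups overlapped (exact permutation p = 0.167 for both). The paper used the RNAi libraries with less StRIK than 66.7% of the Wild type, and line 12 replicate 1, which it did not use, was at 60.3% (61.6% on unscaled totals, 58.6% for isoform PGSC0003DMT400064730 alone).

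The legend of Fig. 5 gives the changes in its panel b as log2FC, while they match the folds found here. For the retrotransposon the figure shows about 14, read by eye, against 14.1-fold (log2FC 3.81), for the transposase about -4.0 against 24.9% of the Wild type (log2FC −2.01), and for the RNase H about 16 against 15.9-fold (log2FC 3.98). Fig. 5 names the RNase H transcript as PGSC0003DMT400063698, while its RNA-seq values are those of PGSC0003DMT400063700.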

Other observations

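The tests of the rRNA-like transcripts and of the abundant transcripts were chosen only after the results they bear on had been seen.

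In line 47 replicates 2 and 3 the 9 rRNA-like transcripts of Table S2 made up 1.7% and 1.27% of all effective counts, against a median of 0.0679% in the other 10 libraries. A smaller excess was seen in line 9 replicates 1, 2 and 3 and line 12 replicate 1 (0.143%, 0.169%, 0.109% and 0.121%), and its cause was not tested. The 3 Wild type libraries carry the same lane tag as the 2 libraries of line 47 and reached at most 0.0758%, which argues against the lane that the tag marks as the cause. Among the paper's 4 other RNAi libraries with as little StRIK the highest share was 0.143%, which argues against the level of StRIK as the cause in these 2. A less complete selection of poly(A) RNA is a candidate explanation, since rRNA and many chloroplast transcripts have no long poly(A) tail. The rbcL transcript PGSC0003DMT400083063 had 124 and 136 normalized effective counts in these libraries and at most 43.7 in the others, and ORF107c (PGSC0003DMT400085260) had 26 and 19 against at most 6.49. Both were taken from Table S2 and so were picked on these libraries, which means that they decide nothing. More chloroplasts in the tissue sampled, or contamination with rRNA of the plant, is not excluded either. In all, 11 of the 101 transcripts of Table S2 are on these lists. Without them, 55 of the transcripts with enough counts to be tested were higher and 33 lower in the paper's comparison.

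Table S2 holds 9 transcripts that stand next to each other in abundance. They take ranks 10 to 18 among all transcripts by mean effective counts (56870 to 70423), with no rank of this stretch missing, and the next transcript of Table S2 is at rank 95. The neighbouring ranks had 89161 and 48126. The paper lists 6 of them as higher and 3 as lower, the dehydrin and the metallothionein among them. Their log2FC values here were between −0.15 and 0.55, none had an unadjusted p under 0.05 (0 of 9, the smallest was 0.0835), and in none were the groups apart. A difference in mean smaller than the spread between libraries cannot be excluded. That the transcripts span 9 ranks without a gap is consistent with a choice that depends on abundance, which would be a technical cause in the test that drew up the list. It is a hypothesis found and tested on the same table, and baySeq was not run.

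The isoform of RIK that the RNAi fragment does not target, PGSC0003DMT400064735, had 324 ± 36.2 normalized effective counts (SD, n = 3) in the Wild type and 214 ± 34 (SD, n = 6) in the paper's RNAi libraries, 66.2% of the Wild type (two-sided exact permutation test, p = 0.0238), with 322, 291 and 268 in line 9 replicates 2 and 3 and line 12 replicate 1. Its log2FC was −0.60 (SE 0.15, adjusted p = 0.629 by edgeR with Benjamini-Hochberg adjustment), and over all 9 libraries −0.43 (adjusted p = 0.714 by edgeR with Benjamini-Hochberg adjustment). Isoforms of the gene share reads that eXpress divides among them, so the level of this isoform is uncertain.

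The 7 transcripts other than RIK that Table S1 lists as matches of the RNAi fragment were looked up in the fit over the paper's libraries. The extensin PGSC0003DMT400030423 had too few counts to be tested there. Of the other 6 none was called by edgeR with Benjamini-Hochberg adjustment and 0 had an unadjusted p under 0.05.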
